# Early transcriptional response to aminoglycoside antibiotic suggests alternate pathways leading to apoptosis in sensory hair cells in the mouse inner ear

**DOI:** 10.3389/fncel.2015.00190

**Published:** 2015-05-21

**Authors:** Litao Tao, Neil Segil

**Keywords:** sensory hair cells, aminoglycoside antibiotics, gentamicin, ototoxicity, RNA sequencing, differential gene expression

## Abstract

Aminoglycoside antibiotics are “the drug of choice” for treating many bacterial infections, but their administration results in hearing loss in up to one fourth of the patients who receive them. Several biochemical pathways have been implicated in aminoglycoside antibiotic ototoxicity; however, little is known about how hair cells respond to aminoglycoside antibiotics at the transcriptome level. Here we have investigated the genome-wide response to the aminoglycoside antibiotic gentamicin. Using organotypic cultures of the perinatal organ of Corti, we performed RNA sequencing using cDNA libraries obtained from FACS-purified hair cells. Within 3 h of gentamicin treatment, the messenger RNA level of more than three thousand genes in hair cells changed significantly. Bioinformatic analysis of these changes highlighted several known signal transduction pathways, including the JNK pathway and the NF-κB pathway, in addition to genes involved in the stress response, apoptosis, cell cycle control, and DNA damage repair. In contrast, only 698 genes, mainly involved in cell cycle and metabolite biosynthetic processes, were significantly affected in the non-hair cell population. The gene expression profiles of hair cells in response to gentamicin share a considerable similarity with those previously observed in gentamicin-induced nephrotoxicity. Our findings suggest that previously observed early responses to gentamicin in hair cells in specific signaling pathways are reflected in changes in gene expression. Additionally, the observed changes in gene expression of cell cycle regulatory genes indicate a disruption of the postmitotic state, which may suggest an alternate pathway regulating gentamicin-induced apoptotic hair cell death. This work provides a more comprehensive view of aminoglycoside antibiotic ototoxicity, and thus contributes to identifying potential pathways or therapeutic targets to alleviate this important side effect of aminoglycoside antibiotics.

## Introduction

Ototoxicity is a well-known side effect limiting the use of aminoglycoside antibiotics, with reported incidence of hearing loss between 2% and 25% of treated patients (Huth et al., 2011). Several biochemical mechanisms of aminoglycoside ototoxicity have been investigated, including production of reactive oxygen species (ROS) (Forge and Schacht, 2000), disruption of intracellular calcium storage (Matsui et al., 2004), and inhibition of cytoplasmic protein synthesis (Francis et al., 2013). Through biochemical assays, some pathways have also been identified as signaling pathways mediating aminoglycoside-induced hair cell death, such as the pro-apoptotic JNK pathway (Ylikoski et al., 2002) and the protective NF-κB pathway (Jiang et al., 2005). Based on observations made in organ cultures, a timeline of critical signaling events has been established. ROS production is induced shortly after aminoglycoside administration; the JNK pathway responds to drug treatment within 3 h; the intracellular calcium level is increased dramatically at around 4 h; cytochrome C is released into cytoplasm at around 12 h and apoptosis execution steps occur at around 18 h (Matsui et al., 2004).

The methods utilizing low-throughput biochemical assays have been instrumental in dissecting some of the sequelae of antibiotic treatment of hair cells. However, cells are complex systems that integrate input from multiple mechanisms and respond by adjusting multiple pathways simultaneously. High-throughput methods may help us gain a better understanding of the ototoxicity associated with aminoglycosides by providing a complex view of the response; among them, DNA microarray and antibody array experiments have been performed to profile the changes in the cochlea after ototoxic drug treatment at the transcriptional level and the protein level, respectively (Nagy et al., 2004; Jamesdaniel et al., 2008). However, whole cochlea samples were used in those studies, which consisted largely of many different non-hair cell populations in addition to hair cells, and the heterogeneity of the samples limited the interpretation of the results due to a low signal to noise ratio.

Here we have utilized RNA sequencing to investigate the early gene expression changes in hair cells induced by the aminoglycoside antibiotic gentamicin. Compared to microarray analysis, RNA sequencing is more accurate for analyzing expression levels, more informative for pathway analysis, and more powerful in exploiting unannotated genes (Wang et al., 2009). We made use of the Atoh1-GFP transgenic mice, whose fluorescent reporter under the control of the Atoh1 enhancer faithfully identifies hair cells (Lumpkin et al., 2003), to purify GFP+ hair cells by fluorescence-activated cell sorting (FACS) after a 3 h gentamicin treatment for a direct analysis of gene expression changes by RNA sequencing. We chose the 3 h time point because it was previously shown that signaling pathways have initiated a response to the drug, but the cell death process did not appear to be initiated (Matsui et al., 2004). We present analyses of the gene changes associated with several major pathways known to be dysregulated in response to aminoglycoside antibiotics.

Genome wide, 3709 genes, including those involved in a variety of pathways and cellular processes, were found to change significantly in hair cells after gentamicin treatment. Genes involved in the JNK pathway and the NF-κB pathway were differentially expressed in gentamicin-treated hair cells, which is consistent with previous findings that these pathways are important for aminoglycoside ototoxicity (Ylikoski et al., 2002; Jiang et al., 2005). Surprisingly, we did not observe a strong stress response at the transcriptional level at this early time point. Comparison of gentamicin-induced gene expression changes in hair cells and data from other cell lines and tissues, revealed a similarity between aminoglycoside-induced hair cell death and neuronal cell death, as well as a resemblance between aminoglycoside ototoxicity and nephrotoxicity. Additionally, genes involved in the cell cycle and DNA damage repair were also strongly affected by gentamicin at the transcriptional level, indicating a gentamicin-induced disruption of the postmitotic state, which may underlie an alternate pathway leading to hair cell death. In contrast, significantly fewer genes (698 genes) with altered expression after gentamicin treatment were present in the non-hair cell population at this time. Interestingly, expression of genes involved in cell cycle and metabolite biosynthesis pathways were significantly affected in this population. Analyses of our RNA sequencing data indicate that prior to severe oxidative stress, multiple events, including previously implicated activation of the JNK and the NF-κB pathways, and newly hypothesized disruption of the postmitotic state, occur in hair cells in response to aminoglycoside antibiotic treatment. Our work provides a comprehensive view of aminoglycoside ototoxicity, and our transcriptome data could be used to analyze other potential signaling pathways or biological processes mediating aminoglycoside-induced hair cell death which are not covered here.

## Materials and methods

### Organotypic culture, drug treatment, and FACS sorting

Atoh1-GFP transgenic mice on CD-1 background (Lumpkin et al., 2003; available in the Jackson Laboratory but in different genomic background: B6.129S-Atoh1^tm4.1Hzo^/J) were used for this study. All animal procedures and usage were approved by the IACUC committee in House Research Institute. Inner ears were collected from postnatal day 1 (P1) animals under sterile conditions and then transferred into ice cold Ca^2+^- and Mg^2+^-free PBS (Invitrogen), in which cochlea were further dissected under the microscope (Chen et al., 2002). The cochleae were mounted on polycarbonate membranes (13 mm diameter, 1.0 μm pore size, SPI supplies) floating on DMEM/F12 medium (Invitrogen) supplemented with 1% N2 (Gibco) and 100 U/ml penicillin (Sigma). Organ cultures were maintained under low oxygen conditions (37°C, 5% CO_2_ and 5% O_2_) overnight, and treated with gentamicin the next day.

To trace the accumulation of gentamicin in hair cells, Texas Red conjugated gentamicin (GTTR) was prepared as described in the literature (Steyger et al., 2003). 4.4 ml of gentamicin sulfate (Sigma; 50 mg/ml in K_2_CO_3_, pH 9) was mixed with 0.6 ml succinimidyl ester of Texas Red (Invitrogen; 2 mg/ml in dimethyl formamide), and then agitated overnight to produce a mixture of gentamicin and GTTR with an approximate 300:1 molar ratio. This GTTR mixture solution was diluted 1:100 with culture medium for treatment of organotypic cultures. After 30 min incubation, organs were fixed with 4% paraformaldehyde, cryosectioned and photographed by fluorescence microscopy.

To confirm the level of hair cell death induced by gentamicin, organ cultures were treated with 0.5 mM gentamicin for 3 h, and then gentamicin was washed out and replaced with fresh medium. GFP positive hair cells were photographed at 3 and 24 h timepoints (Figure 1B).

**Figure 1:**
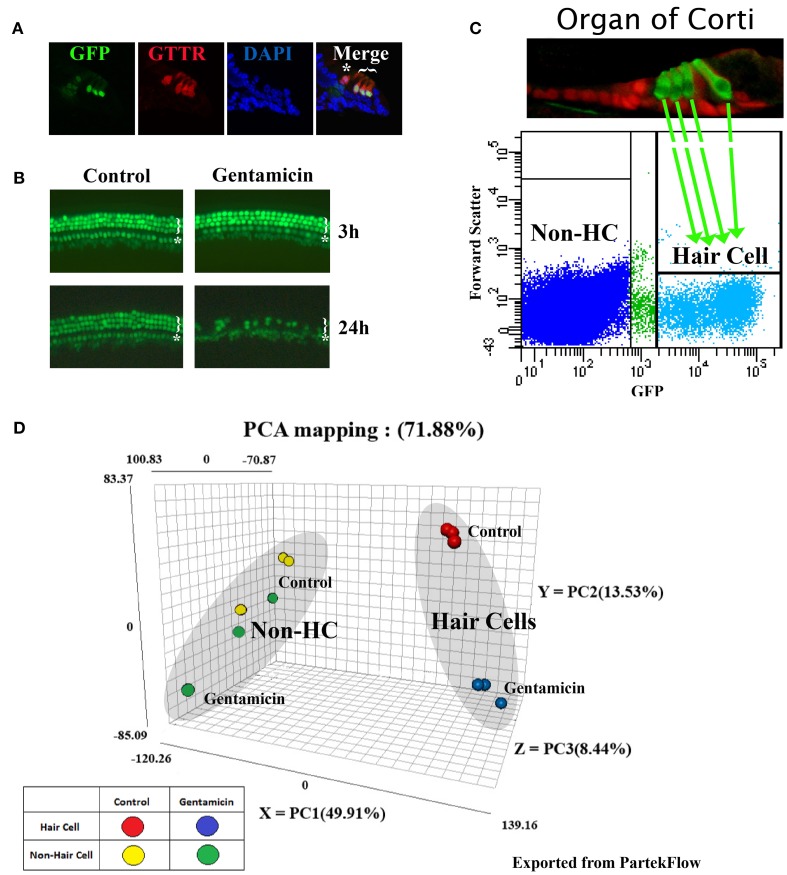
**Gentamicin-induced hair cell loss, and principal component analysis (PCA) of RNA sequencing datasets. (A)** Gentamicin accumulates preferentially in hair cells in *in vitro* organ of Corti culture. Cross sections through cochlear explants from P1, Atoh1-GFP mice (Lumpkin et al., 2003), treated for 30 min with Texas Red conjugated gentamicin (GTTR). Star indicates the inner hair cell, and bracket indicates three outer hair cells. Cells with weak GFP under the inner hair cell are inner phalangeal cells. **(B)** Atoh1-GFP fluorescence in untreated and 0.5 mM gentamicin-treated organs at 3 and 24 h. There was no detectable hair cell loss at 3 h, but severe hair cell damage caused by gentamicin at 24 h. Star indicates a single row of inner hair cells and bracket indicates three partial rows of outer hair cells. **(C)** Scatter plot of Atoh1-GFP hair cell purification by FACS shows gate settings and diagram shows a P1 organ of Corti indicating hair cells (green) and supporting cells (red) (Chen and Segil, 1999). **(D)** PCA map showing the three most significant variances among samples. 78.88% of variance in the combined dataset is captured in the analysis; (49.91% in PC1-X axis, 13.53% in PC2-Y axis, and 8.44% on PC3-Z axis). Each dot represents one biological replicate.

To purify hair cells for RNAseq, organs were digested with 0.05% Trypsin (Invitrogen) and 1 mg/ml Collagenase (Worthington) in PBS at 37°C for 8 min, then incubated with 10% FBS (Life Technologies) in PBS to stop enzymatic digestion. To make single cell suspensions, organs were triturated with a P200 pipette 300 times. The suspension was passed through a cell strainer (40 μm, BD Biosciences) before FACS purification. GFP-positive hair cells, as well as the GFP-negative non-hair cell population (non-hair cell cochlear epithelial cells included Deiters' cells, pillar cells, Hensen cells, cells in the GER, cells in the LER, and other cells constituting surrounding tissues) were purified on a BD FACS Aria II with a 100 μ nozzle. Cells with low-levels of GFP were excluded by stringent gating during FACS purification (Figure 1C). Quality control by FACS-resort, and by immunofluorescence for a hair cell marker (MyosinVI), indicated >95% purity. Sorted cells were collected directly into RNA lysis buffer (Zymo). At least 50,000 cells were collected for each sample, and three replicates were prepared for each condition.

### RNA sequencing, reads alignment, PCA and differential gene expression

RNA was extracted from samples using the Zymo Quick-RNA Microprep kit, and then processed for library construction, using the Illumina True-Seq mRNA-seq kit. Six samples were bar-coded, combined into one lane, and sequenced by Illumina Hi-Seq 2000 for single-end 50 cycles (50 bp reads). More than 30 million reads were obtained for each replicate. The reads were trimmed on both ends (quality score ≥25) and aligned against the mouse genome assembly mm10 using TopHat 2 in PartekFlow (Partek Inc.). Normalized read score for each gene was calculated considering total read numbers and gene length (reads per kilobase of transcript per million reads mapped, RPKM). Principal component analysis (PCA) was conducted in PartekFlow based on normalized read numbers for individual genes in each replicate. Differential gene expression was assessed by the embedded gene specific analysis (GSA) module in PartekFlow.

RNA sequence data was deposited into NCBI GEO database (GSE66775).

### IPA analysis

Differential gene expression datasets, including gene symbols, fold changes, *p*-values and total numbers of raw reads, were prepared for Ingenuity pathway analysis software (IPA, Version 21901358, Qiagen Inc.). The gene expression dataset from untreated and gentamicin-treated hair cells, and from untreated and treated non-hair cell samples, were analyzed by the IPA software. A filter of *p*-value less than 0.01, fold change greater than 1.2 (or less than −1.2), and total number of raw reads greater than 100 was applied, and core pathway analysis was conducted for each dataset. Canonical pathway analysis, diseases and function analysis, upstream regulator analysis, and network analysis were included in the core analysis with default settings.

### Q-PCR validation

The cDNA libraries for Q-PCR were made by qScript reverse transcriptase supermix (Quanta Biosciences) using RNA extracted from FACS purified cells as template. *Rpl19* was used as internal control for normalization. For validation purpose, four independent biological replicates were collected and analyzed by Q-PCR. Genes were chosen arbitrarily among the list of gentamicin-induced genes in hair cells. SYBR-Green (Applied Biosystems) was used to detect amplified double strand DNA on ViiA 7 machine (Applied Biosystems). Primer pairs used for Q-PCR were listed below. *Rpl19* forward 5′-GGTCTGGTTGGATCCCAATG-3′, reverse 5′-CCCGGGAATGGACAGTCA-3′. *Atf2* forward 5′-CCGTTGCTATTCCTGCATCAA-3′, reverse 5′-TTGCTTCTGACTGGACTGGTT-3′. *Mapk8* forward 5′-AGCAGAAGCAAACGTGACAAC-3′, reverse 5′-GCTGCACACACTATTCCTTGAG-3′. *Jun* forward 5′-CCTTCTACGACGATGCCCTC-3′, reverse 5′-GGTTCAAGGTCATGCTCTGTTT-3′. *Nfkb1* forward 5′-ATGGCAGACGATGATCCCTAC-3′, reverse 5′-TGTTGACAGTGGTATTTCTGGTG-3′. *Nfkbib* forward 5′-GCGGATGCCGATGAATGGT-3′, reverse 5′-TGACGTAGCCAAAGACTAAGGG-3′. *Chuk* forward 5′-GTCAGGACCGTGTTCTCAAGG-3′, reverse 5′-GCTTCTTTGATGTTACTGAGGGC-3′. *Gadd45g* forward 5′-GGGAAAGCACTGCACGAACT-3′, reverse 5′-AGCACGCAAAAGGTCACATTG-3′. *Klf11* forward 5′-CATGGACATTTGTGAGTCGATCC-3′, reverse 5′-CCTTTGGTAGATCAGGTGCAG-3′. *Ddit3* forward 5′-CTGGAAGCCTGGTATGAGGAT-3′, reverse 5′-CAGGGTCAAGAGTAGTGAAGGT-3′. *Bnip1* forward 5′-AGGCTATGCAGACTCTAGTCAG-3′, reverse 5′-CAGTTCTCGGCGGTTGTACT-3′. *Casp3* forward 5′-ATGGAGAACAACAAAACCTCAGT-3′, reverse 5′-TTGCTCCCATGTATGGTCTTTAC-3′. *Ccar1* forward 5′-AGATGAGTATGACCCAATGGAGG-3′, reverse 5′-CCTTGCAGTACCGGCTGAC-3′. *Ccnb2* forward 5′-GCCAAGAGCCATGTGACTATC-3′, reverse 5′-CAGAGCTGGTACTTTGGTGTTC-3′. *Ccne2* forward 5′-ATGTCAAGACGCAGCCGTTTA-3′, reverse 5′-GCTGATTCCTCCAGACAGTACA-3′. *Ercc8* forward 5′-GAGGAAGATGAAGCTATGGAA-3′, reverse 5′-CTTCAGGGGTTTCTCTTTGTC-3′. *Rad52* forward 5′-CTTTGTTGGTGGGAAGTCTGT-3′, reverse 5′-CGGCTGCTAATGTACTCTGGAC-3′. *Apex2* forward 5′-GGATGGATGGCTTGCTCAGTA-3′, reverse 5′-ACTTCAGGGAGTAAGAAGGAGG-3′. *Alkbh3* forward 5′-GAGCCAGTCTGCTACTCAGC-3′, reverse 5′- AACACAAATTGTCGGTCACATTG-3′.

## Results

Perinatal cochleae from Atoh1-GFP transgenic mice, cultured and treated with gentamicin, show that gentamicin accumulated specifically in hair cells, as indicated by the uptake of Texas-Red conjugated gentamicin (Figure 1A), and 91% (SD ± 7%; *n* = 3) of outer hair cells were killed by gentamicin at 24 h (Figure 1B). To investigate the early transcriptional response of hair cells to gentamicin, cultured cochleae were treated with gentamicin for 3 h, and immediately dissociated and FACS-sorted to obtain purified hair cell and non-hair cell samples (Figure 1C) for RNA sequencing. 

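Hair cells (GFP positive) and non-hair cells (GFP negative) were sorted from cochleae of postnatal day 1 Atoh1-GFP mice, in which a GFP reporter marks hair cells. Each population was sequenced with and without 3 h of 0.5 mM gentamicin, an aminoglycoside antibiotic, which gives 4 groups of 3 replicates. The authors aligned 50 bp reads to the mm10 assembly and deposited a normalized read score for each gene and replicate. The lowest score is 1 and it marks genes without reads, so 1 had been added to every value. Subtracting 1 and dividing by each replicate's smallest step gave back reads on genes, of which 75.1–76.8% of the low values were whole numbers. These recovered reads summed to the total reads of Table S1 minus 12 for the 1786 genes compared. Per replicate, 22400664–28152278 reads fell on genes, with medians of 23773486 in control hair cells and 23338621 in gentamicin-treated hair cells. The medians were 25547147 in control non-hair cells and 27066735 in gentamicin-treated non-hair cells. Scores below are called normalized read numbers and are given as mean ± SD over 3 replicates. Their log2 values were fitted with limma, with all 4 groups in 1 model and a trend of the variance with the mean. The genes tested were the 16079 with at least 100 recovered reads over the 12 replicates. A gene was counted as changed under the paper's criteria, an unadjusted p under 0.01 and a fold change above 1.2 in either direction. Adjusted p-values are Benjamini-Hochberg values from the same limma fit, and all of limma's tests were two-sided. Gene positions are those of GENCODE M21 on the same assembly, and the files themselves give gene symbols only.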

Since there is a low level of misexpression of GFP in inner phalangeal cells and probably in border cells, cells with low-level GFP expression were excluded by stringently gating GFP during FACS purification to minimize possible contamination. We validated the purity of the hair cell population by immunostaining, as more than 95% of purified GFP-positive cells stained positive for the hair cell marker MyoVI (data not shown). In addition, known hair cell specific genes, such as *Atoh1, Pou4f3, Myo6*, and *Myo7a*, have much greater normalized read numbers in hair cell samples than that in non-hair cell samples (Table S1), suggesting the high purity of our hair cell sample. 

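Atoh1 lies on chromosome 6 (64729125–64731245) and its normalized read number was 209 ± 17.0 (SD, n = 3) in control hair cells and 1.38 ± 0.109 (SD, n = 3) in control non-hair cells. The log2 difference between the populations was 7.24 (standard error 0.20, limma adjusted p = 5.69e-11). Pou4f3 on chromosome 18 (42394539–42397249) had 424 ± 24.3 (SD, n = 3) in control hair cells and 1.11 ± 0.121 (SD, n = 3) in control non-hair cells, a log2 difference of 8.58. For Myo7a on chromosome 7 (98051060–98119524) the values were 1657 ± 72.6 (SD, n = 3) and 11.2 ± 2.97 (SD, n = 3), and the log2 difference was 7.25. Myo6 on chromosome 9 (80165031–80311729) differed least, with 4369.7 ± 152 (SD, n = 3) in control hair cells, 200.9 ± 21.0 (SD, n = 3) in control non-hair cells and a log2 difference of 4.45 (limma adjusted p = 2.53e-10). All 4 genes remained higher in hair cells with any 1 control replicate left out and under TMM normalization. A share of RNA from other cells was estimated for each hair cell sample from 181 genes that were over 16 times higher in non-hair cells. The estimate was 3.78%, 7.02% and 3.67% in the control hair cell replicates and 1.81%, 2.12% and 2.29% in the gentamicin-treated ones. The genes were picked for low levels in the same hair cell samples, which by itself holds the estimate low. It says little about RNA from supporting cells. Mean log2 scores of 10 supporting cell markers were 6.79–7.00 in control hair cell samples and 6.91–7.51 in control non-hair cells. Between hair cells with and without gentamicin, the log2 fold change was 0.50 for Atoh1 (adjusted p = 0.0703), -0.01 for Pou4f3, -0.08 for Myo6 and -0.26 for Myo7a, and none of these met the criteria. Atoh1 met them with the 2 hair cell groups fitted alone. The signs of Pou4f3 and Myo6 turned positive when reads were scaled by each replicate's total, at 0.08 and 0.01. From the higher values in hair cells, the paper proposes that the hair cell sample was of high purity.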

The reliability of the RNA sequencing data was verified by Q-PCR analysis with primers specific for selected genes (Figures 2A, 3A, 4A, 5A, 6A).

**Figure 2:**
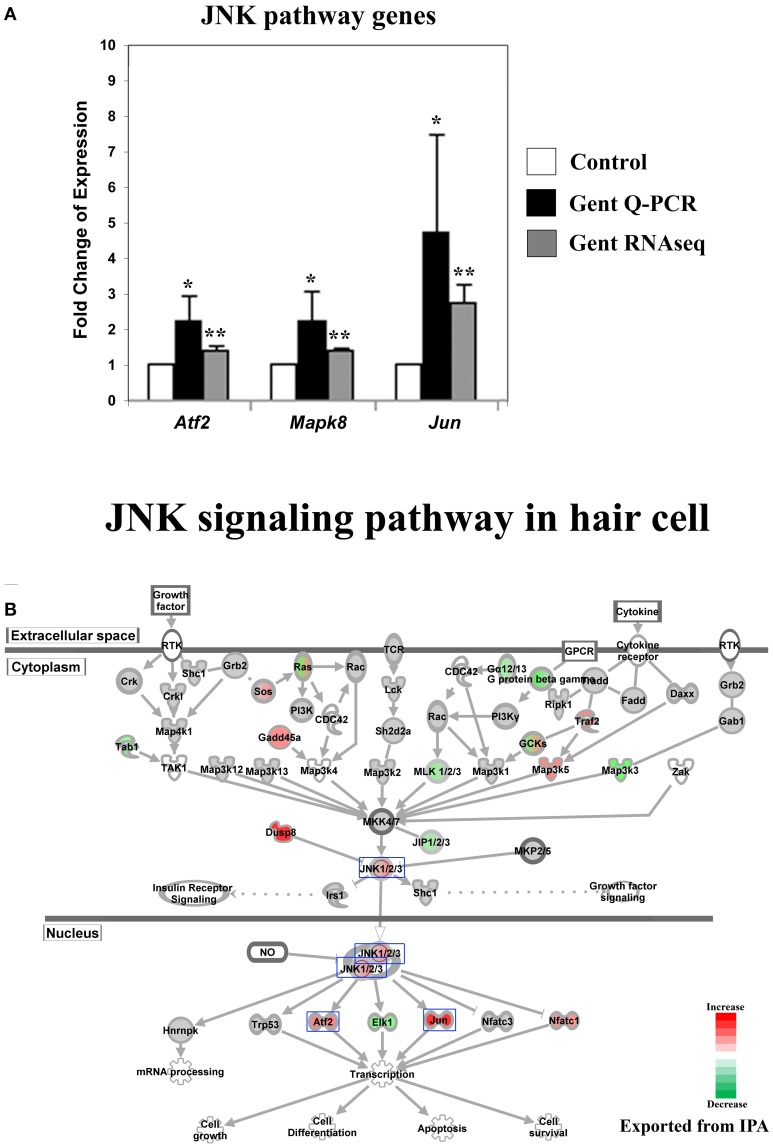
**Gentamicin-induced changes in expression of genes in the Jun-kinase (JNK) pathway. (A)** Q-PCR results validating increased messenger RNA levels in hair cells after gentamicin treatment. Error bar, standard deviation: ^*^p < 0.05; ^**^p < 0.01. **(B)** The JNK signaling pathway with color-coded expression changes indicating significant transcriptional response to gentamicin. Only genes with significant expression changes are colored. Red, increased expression; green, decreased expression relative to control; half red-half green, indicates nodes with multiple genes with some genes upregulated and some genes downregulated. Genes validated and discussed in the text are boxed in the corresponding protein pathway diagrams.

**Figure 3:**
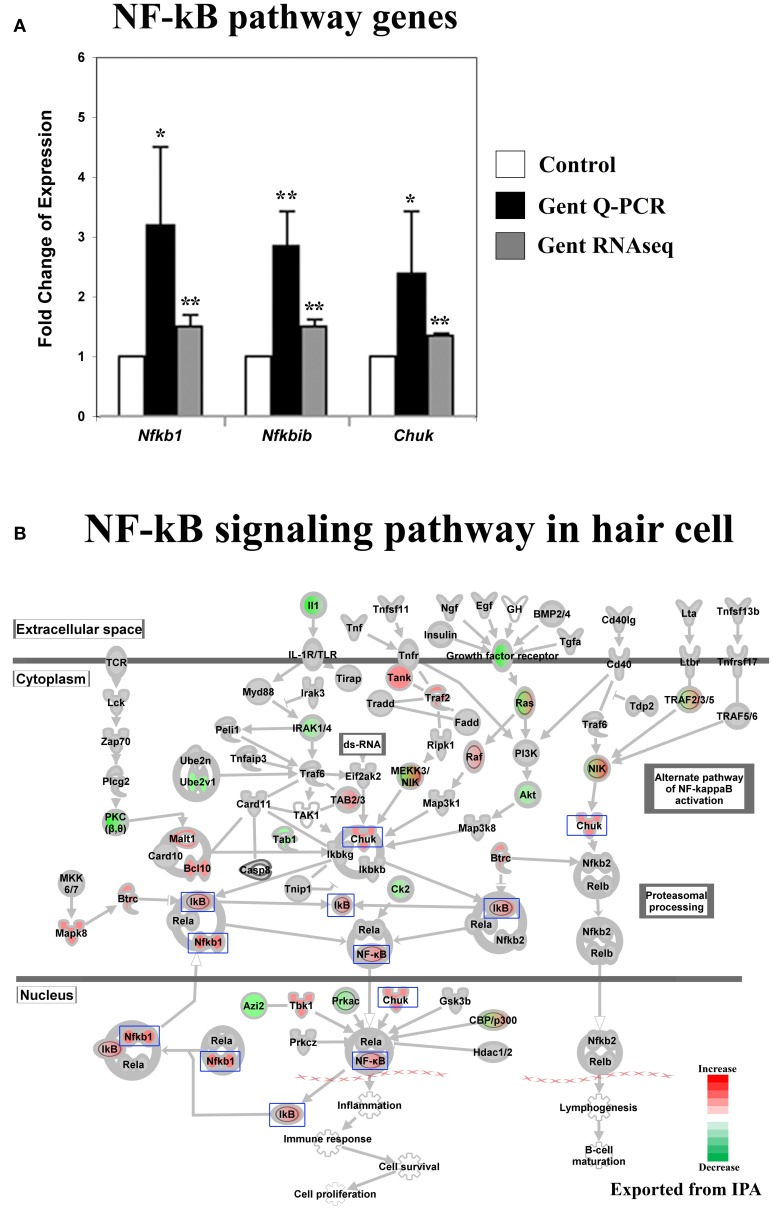
**Gentamicin-induced changes in expression of genes in the NF-κB pathway. (A)** Q-PCR results validating increased messenger RNA levels in hair cells after gentamicin treatment. Error bar, standard deviation: ^*^p < 0.05; ^**^p < 0.01. **(B)** NF-κB pathway with color-coded expression changes suggesting early transcriptional response to gentamicin. Only genes with significant expression changes are colored. Red, increased expression; green, decreased expression relative to control; half red-half green, symbols for nodes consisting of multiple genes with some genes upregulated and some genes downregulated. Genes validated and discussed in the text are boxed in the corresponding protein pathway diagrams.

**Figure 4:**
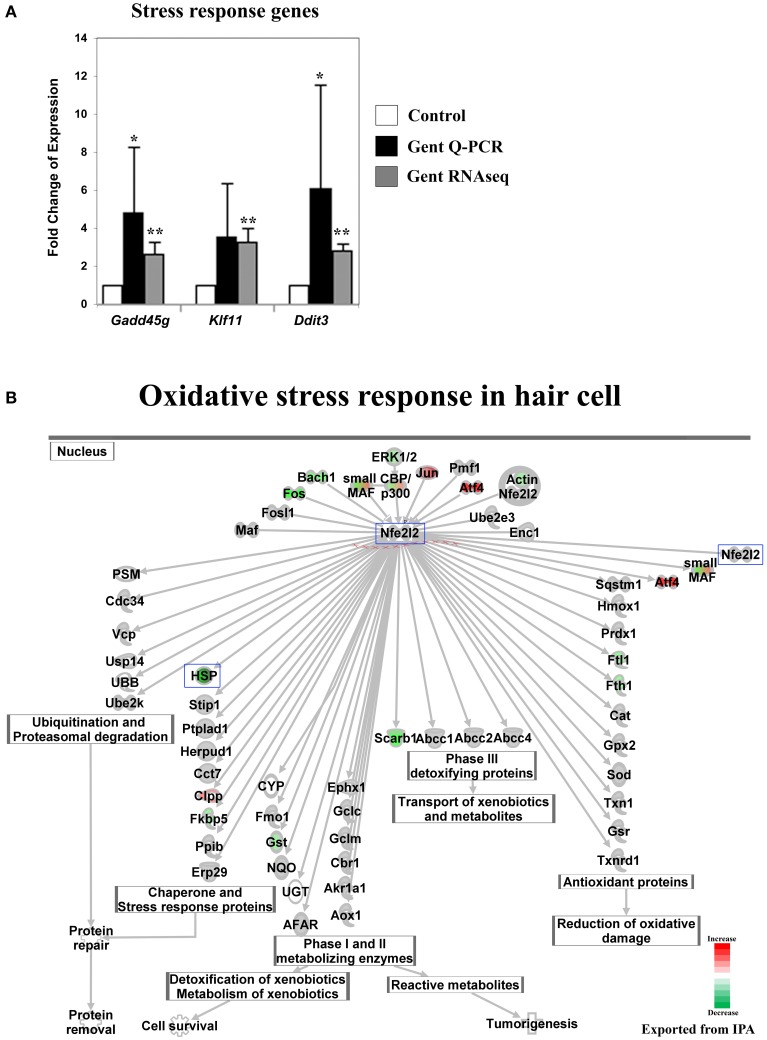
**Gentamicin-induced changes in expression of stress-response genes. (A)** Q-PCR results validating increased messenger RNA levels in hair cells after gentamicin treatment. Error bar, standard deviation: ^*^p < 0.1; ^**^p < 0.01. **(B)** NRF2-mediated oxidative stress response network with color-coded expression shifts showing the absence of significant induction of oxidative stress response at the transcriptional level. Only genes with significant expression changes are color labeled. Red, increased expression; green, decreased expression relative to control; half red-half green, indicates nodes with multiple genes with some genes upregulated and some genes downregulated. Genes validated and discussed in the text are boxed in the corresponding protein pathway diagrams.

**Figure 5:**
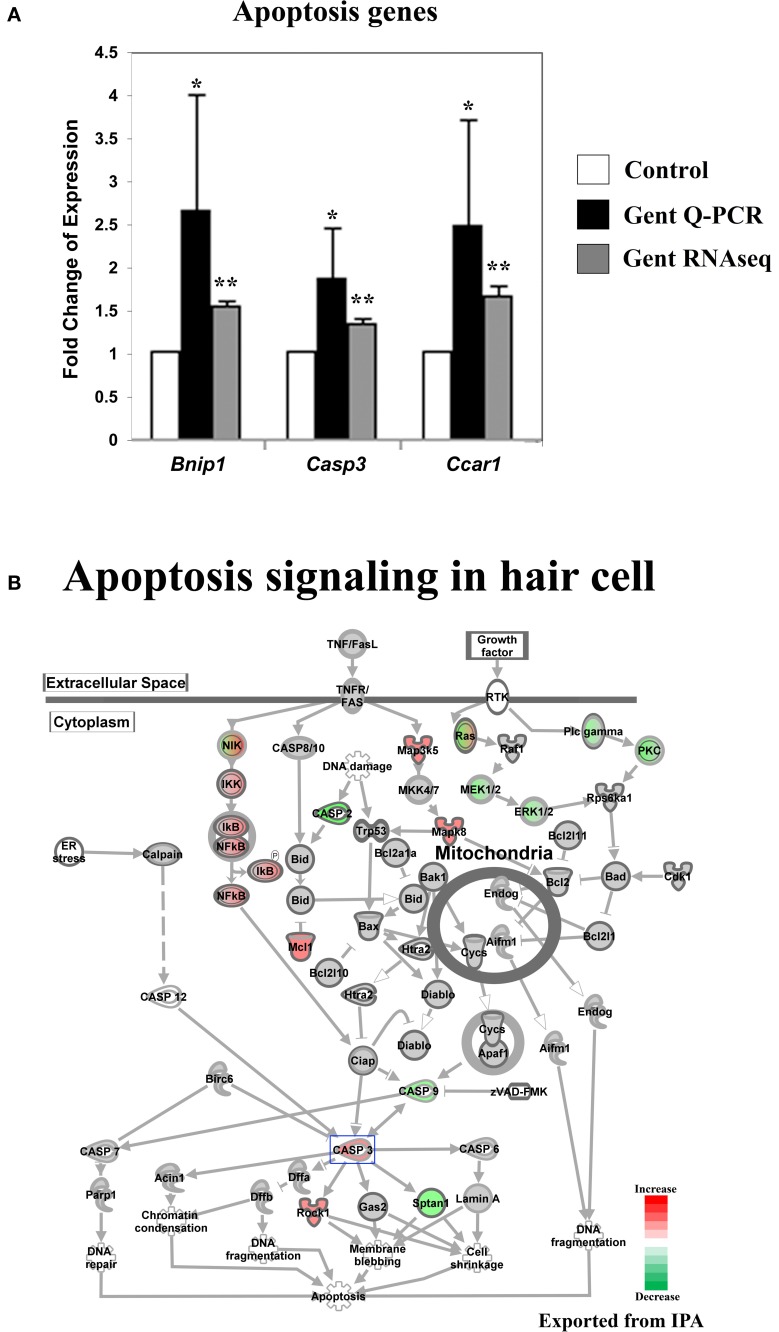
**Gentamicin-induced changes in expression of genes involved in apoptosis. (A)** Q-PCR results validating increased messenger RNA levels in hair cells after gentamicin treatment. Error bar, standard deviation: ^*^p < 0.05; ^**^p < 0.01. **(B)** The apoptosis gene network with color-coded expression changes showing the absence of significant changes for apoptosis initiation and execution genes at transcriptional level. Only genes with significant expression changes are colored. Red, increased expression; green, decreased expression relative to control; half red-half green, indicates nodes with multiple genes with some genes upregulated and some genes downregulated. Genes validated and discussed in the text are boxed in the corresponding protein pathway diagrams.

**Figure 6:**
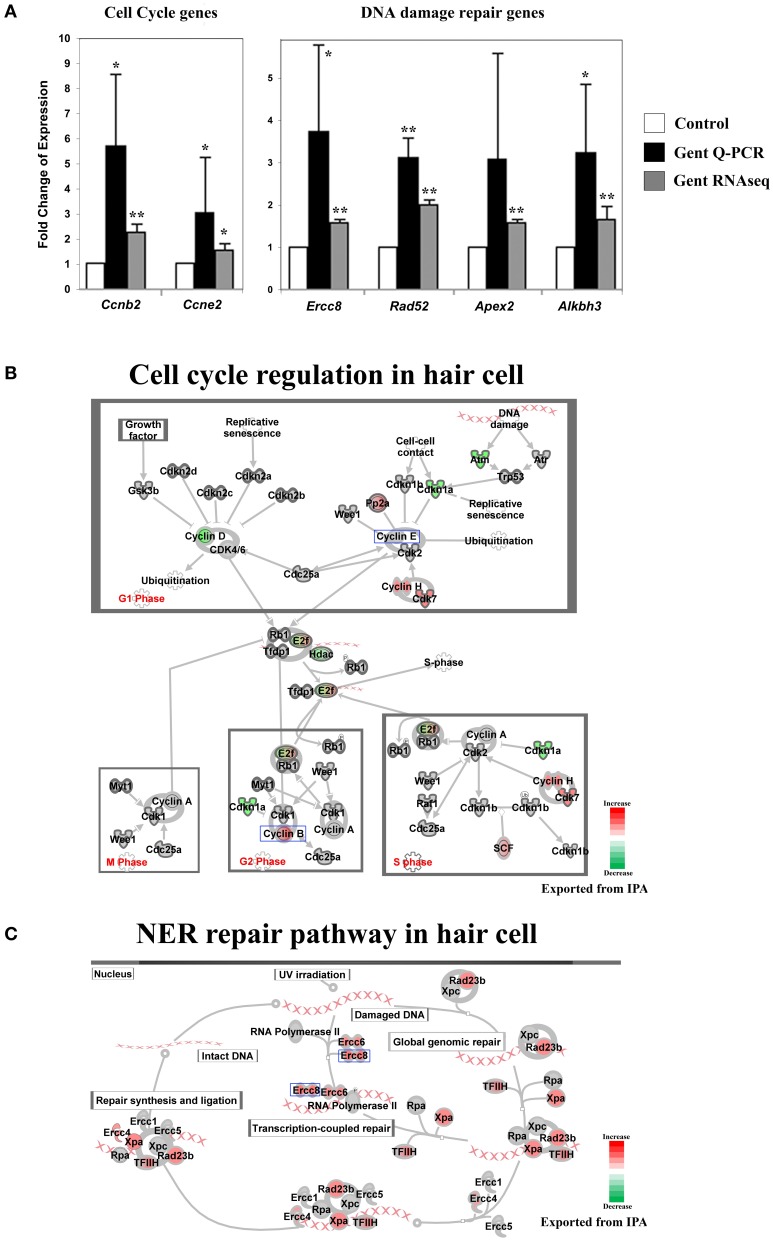
**Gentamicin-induced changes in expression of genes involved in cell cycle and DNA damage repair. (A)** Q-PCR results validating increased messenger RNA levels of selected genes in hair cells after gentamicin treatment. These results confirm the up-regulation of cell cycle and DNA damage repair genes in gentamicin-treated hair cells. Error bar, standard deviation: ^*^p < 0.05; ^**^p < 0.01. **(B)** Cell cycle regulation network with color-coded expression changes suggesting affected cell cycle gene regulation by gentamicin. **(C)** Nucleotide excision repair (NER) network with color-coded expression changes showing significant induction of NER genes. Only genes with significant expression changes are colored. Red, increased expression; green, decreased expression relative to control; half red-half green, indicates nodes with multiple genes with some genes upregulated and some genes downregulated. Genes validated and discussed in the text are boxed in the corresponding protein pathway diagrams.

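The deposited files list 23420 genes in each of the 12 replicates, and 2954 of them had no reads in any replicate. At least 100 recovered reads over the 12 replicates were present for 16079 genes, and these were the genes tested. Across the 1786 genes whose scores were compared with Table S1, the largest difference between the table and the files was 0. PartekFlow's choice between distribution models was not repeated, and limma on log2 scores was used in its place. The sign of the fold change was that of Table S1 for 794 of the 796 genes compared in hair cells and for 734 of the 738 compared in non-hair cells.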

Expression of 23420 genes was quantified and analyzed with the Negative Binomial, Poisson or Lognormal Linear distribution model (gene specific analysis algorithm provided by PartekFlow) (Table S1). After 3 h of gentamicin treatment, the mRNA level of 3709 genes in hair cells was significantly altered, with 1917 genes found to be up-regulated and 1792 genes down-regulated (*p*-value < 0.01, fold change > 1.2 or < −1.2, and raw reads ≥100). In contrast, significantly fewer genes (698) were found to be affected with the same criteria in the non-hair cell population, with 436 genes up-regulated and 262 genes down-regulated.

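Of the 16079 genes tested, 4418 met the criteria in hair cells after 3 h of gentamicin, 2037 of them up and 2381 down. At an unadjusted p under 0.01, 161 of the genes tested would pass by chance. The median absolute log2 fold change of the changed genes was 0.56. With an adjusted p under 0.05 and no fold change threshold, 5332 genes passed, 2374 up and 2958 down. The alternative that moved the count most was a fold change threshold of 1.5, which left 2074 genes. Between 3288 and 4133 genes met the criteria in the 6 fits that each left out 1 hair cell replicate. The balance of directions depended on the scaling, since scaling by each replicate's total reads gave 2774 genes up and 1591 down. Replicates carry the same numbers in each group in the column names of Table S1, so the fit was repeated with the replicate number as a block, and 4618 genes met the criteria. The pairing is taken from these labels. The correlation across genes between the deviations of control and treated hair cell replicates from their group means was 0.0420 on average for replicates with the same number and -0.0207 for replicates with different numbers. Between control hair cells and control non-hair cells, replicates with the same number correlated at 0.244 on average, all 3 of them positive, and those with different numbers at -0.270 to -0.0549. Between the treated groups the values were 0.377, -0.0386 and -0.0180 for the same number and -0.338 to 0.198 for different numbers. Among genes with a mean of at least 5 in the higher group and no overlap between replicates, Prph2 on chromosome 17 (46910459–46924933) rose most. Its normalized read number went from 2.62 ± 2.69 (SD, n = 3) to 19.1 ± 5.82 (SD, n = 3) (log2 fold change 3.32, standard error 0.51, adjusted p = 7.78e-04). Creb5, Cldn15, Hist1h1e and Cd68 followed with log2 fold changes of 2.66, 2.64, 2.64 and 2.52. The largest falls were those of a RIKEN cDNA gene on chromosome 17 (43588340–43592442), from 59.8 ± 7.86 (SD, n = 3) to 9.56 ± 0.789 (SD, n = 3) (log2 fold change -2.64, standard error 0.17, adjusted p = 8.61e-06), and of Ache, Mapt, Htr2a and Cacna1h, with log2 fold changes of -2.15, -2.14, -2.10 and -2.07. Ache, Mapt and Cacna1h had higher control levels in non-hair cells than in hair cells, and after the estimated share of RNA from other cells was subtracted their log2 fold changes were -2.21, -2.10 and -2.21. Ache met the criteria in 4 of the 6 leave-one-out fits, Mapt in 5 and the other genes named here in 6. From the number of altered genes, together with the PCA, the paper concludes that gentamicin had changed gene expression in hair cells by 3 h.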

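In non-hair cells 875 genes met the same criteria, 512 up and 363 down, where 161 would pass an unadjusted p under 0.01 by chance. At an adjusted p under 0.05 the number was 55, with 38 genes up and 17 down, and at an unadjusted p under 0.05 it was 2753. Leaving out each non-hair cell replicate in turn gave 411–1570 genes, and fitting the 2 non-hair cell groups alone gave 383. More genes fell than rose without control replicate 1 (606 up, 760 down) and without gentamicin replicate 3 (731 up, 839 down). The other leave-one-out fits kept more genes up than down, and scaling by total reads gave 634 up and 282 down. The replicate number as a block gave 878 genes. The deviations of control and treated non-hair cell replicates with the same number correlated across genes at 0.208, -0.232 and 0.683, against a mean of -0.111 for different numbers. By this measure the pairing was not borne out in every replicate, which does not show that a replicate was unpaired. The median absolute log2 fold change of the changed genes was 0.43. The difference between the responses of the populations was tested directly with an interaction contrast, and 2158 genes had an adjusted p under 0.05 for it. Both populations changed in 313 genes, 277 of them in the same direction. Across all tested genes the log2 fold changes of the populations had a Spearman correlation of 0.25, where genes are not independent replicates. Sox7 on chromosome 14 (63943673–63950732) rose most in non-hair cells, from 12.9 ± 3.08 (SD, n = 3) to 49.0 ± 14.2 (SD, n = 3) (log2 fold change 1.91, standard error 0.26, adjusted p = 0.0301). It was followed by Sox18, Egfl7, Gli1 and Esm1 with log2 fold changes of 1.52, 1.38, 1.32 and 1.28. Lif on chromosome 11 (4257557–4272514) fell most, from 24.9 ± 2.99 (SD, n = 3) to 8.34 ± 3.49 (SD, n = 3) (log2 fold change -1.67, standard error 0.28, adjusted p = 0.0379). Next were Cysltr2, Trpm2, Usp29 and Angptl6 at -1.47, -1.31, -1.20 and -1.19 on the log2 scale. Gli1, with 18.3, 57.4 and 16.1 in the treated replicates, missed the criteria with an offset of 0.1 and with the 2 groups fitted alone. It also missed them without control replicate 2 and without control replicate 3. Trpm2 and Usp29 missed them with the 2 groups fitted alone and without control replicate 2. The other genes named here met them in all of these fits.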

### Principal components analysis

Principal components analysis (PCA) is a method for analyzing the variance in high dimensional datasets, and to present variance in a few dimensions for easier interpretation (Ringnér, 2008). The PCA analysis of our RNA sequencing data shows that 71.88% variance in the dataset was captured within the three most significant principal components (PCs): 49.91% in PC1 (X axis), 13.53% in PC2 (Y axis), and 8.44% in PC3 (Z axis) (Figure 1D). These PCs correspond to different cell types and different treatment conditions.

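Principal components were computed on the normalized read numbers of the 20466 genes with reads in at least 1 replicate, without a log transformation and with each gene standardised. PC1 held 54.5% of the variance, PC2 13.2% and PC3 8.49%, which is 76.2% in 3 components. With each of the 12 replicates left out in turn, PC1 held 54.5–56.6%. On log2 values with each gene standardised the shares were 56.5%, 13.0% and 7.67%. The alternative that moved PC1 most was centring genes on log2 values without standardising them, which gave 90.1% for PC1 and 4.23% for PC2. Restricting the standardised analysis to genes with at least 100 reads gave 62.7%, 14.0% and 8.21%.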

In the PCA map, each biological replicate of different experimental groups is represented by one dot (Figure 1D). PCA analysis indicates that the variance among the replicates of FACS-purified hair cells is low. 

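In the 3 components, the mean distance between replicates was 13.8 within control hair cells and 29.3 within gentamicin-treated hair cells, in the units of standardised genes. Over all genes rather than 3 components, the mean distances were 102 and 118. The median SD of log2 normalized read numbers between replicates was 0.0945 in control and 0.127 in treated hair cells.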

Three untreated hair cell replicates cluster tightly in the PCA map (red dots), as do three gentamicin-treated hair cell replicates (blue dots) (Figure 1D). This tight clustering indicates low statistical variance between replicates, and likely stems from the low cellular heterogeneity among FACS-purified replicates. In contrast, both treated (green dots) and untreated (yellow dots) samples from the non-hair cell replicates, which include all other cells in our dissected epithelial preparations, are scattered in the PCA map (Figure 1D), indicating the higher statistical variance among replicates of the non-hair cell samples. 

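The mean distance between replicates in the 3 components was 58.4 within control non-hair cells and 85.8 within gentamicin-treated ones, which is larger than in either hair cell group. Over all genes the gap was narrower, with mean distances of 134 and 138. The median SD of log2 normalized read numbers was 0.145 in control and 0.157 in treated non-hair cells. Within control non-hair cells the smallest distance between 2 replicates was 6.04 and the largest 86.9, so 1 replicate lay apart from the others in these components.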

Hair cell samples and the non-hair cell samples (Figure 1D, red vs. yellow) lie at the two ends of the most significant variance axis (PC1, X axis), suggesting that the hair cell gene expression profile is significantly different from the non-hair cell population. 

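On PC1 the 6 hair cell replicates lay between 83.2 and 124 and the 6 non-hair cell replicates between -107 and -95.1, without overlap. Between the control groups, 11906 of the 16079 genes tested differed at an adjusted p under 0.05 in the limma fit. Control and treated hair cells differed on this axis too, with control replicates between 83.2 and 93.4 and treated replicates between 104 and 124.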

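On PC2 the 3 control hair cell replicates lay between 62.7 and 70.2 and the 3 gentamicin-treated ones between -77.1 and -47.7. The separation was larger than the spread within either group, and the same holds on log2 values, where the control replicates lay between 64.0 and 72.2 and the treated replicates between -74.7 and -48.1. All 3 treated replicates lie on 1 side of all 3 controls, for which an exact two-sided permutation test gives p = 0.10, the smallest value that 3 against 3 replicates allow.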

Along the second variance axis (PC2, Y axis), gentamicin-treated hair cell samples are separated from untreated hair cell samples (Figure 1D, blue vs. red), indicating the significant gene expression shift in hair cells caused by gentamicin treatment at the 3 h time point. In contrast, the non-hair cell samples are not separated by gentamicin treatment (Figure 1D, green vs. yellow), suggesting that the gentamicin-induced gene expression shift in the non-hair cell population was not as consistent as the one in hair cells. 

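The control non-hair cell replicates lay between -10.5 and 32.5 on PC2 and the treated ones between -54.6 and 4.17, so the ranges overlapped. On PC3 the ranges were -58.2 to 16.9 for control and -28.3 to 85.5 for treated non-hair cells. Within each of the 3 same-numbered pairs, a pairing taken from the labels of Table S1, the treated sample was lower on PC2 and higher on PC3. Gene by gene, the limma fit still found 55 genes with an adjusted p under 0.05 in this population. The paper proposes from the overlap that the shift in non-hair cells was not as uniform as the one in hair cells.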

Together, the PCA results suggest that gentamicin treatment induced significant and consistent gene expression changes in hair cells.

### Signaling pathways and biological processes affected by gentamicin in hair cells

Gene expression in hair cells was affected significantly by gentamicin treatment at 3 h, as shown by the large number of deregulated genes and by the PCA results. To investigate the underlying biological pathways affected in hair cells upon gentamicin treatment, IPA software (Qiagen) was used to analyze affected signaling pathways after gentamicin treatment, and to compare our hair cell datasets with datasets derived from other cell lines and tissues. Pathways affected by gentamicin treatment at 3 h are listed in Table S2. Below we verify and discuss several of these pathways that have been reported to be important in aminoglycoside induced hair cell death, as well as proposing that elements of the cell cycle may provide an additional pathway, signaling apoptosis in hair cells.

#### Expression of JNK pathway-related genes was significantly affected by gentamicin

The JNK pathway has been strongly implicated in aminoglycoside-induced hair cell death. After aminoglycoside treatment, phosphorylation of JNK and c-Jun was observed in hair cells (Ylikoski et al., 2002), indicating activation of the JNK pathway. Furthermore, inhibition of the JNK pathway by pharmaceutical inhibitors has been shown to protect hair cells from aminoglycoside ototoxicity (Ylikoski et al., 2002), suggesting that JNK activation may be involved in mediating aminoglycoside-induced hair cell death.

Consistent with these findings, we observed changes in the expression of genes involved in JNK signaling pathways upon gentamicin treatment. We verified the expression changes of three genes in this pathway by Q-PCR, namely *Atf2, Mapk8* (*Jnk1*), and *Jun* (*c-Jun*) (Figure 2A). IPA pathway analysis revealed that the expression of JNK pathway-related genes was significantly affected in gentamicin-treated hair cells (*p* = 0.000001). 

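Mapk8 lies on chromosome 14 (33377898–33447158) and its normalized read number rose from 42.4 ± 1.61 (SD, n = 3) in control to 58.9 ± 2.44 (SD, n = 3) in gentamicin-treated hair cells (log2 fold change 0.47, standard error 0.07, adjusted p = 6.40e-04 by limma). Atf2 on chromosome 2 (73816509–73892639) rose from 50.5 ± 0.927 (SD, n = 3) to 72.1 ± 5.91 (SD, n = 3) (log2 fold change 0.51, standard error 0.09, adjusted p = 0.00139). Elk1 on chromosome X (20933395–20950608) fell from 30.9 ± 1.54 (SD, n = 3) to 21.2 ± 1.66 (SD, n = 3) (log2 fold change -0.54, standard error 0.10, adjusted p = 0.00236). Each of these 3 genes met the criteria in all 6 fits that left out 1 hair cell replicate. Nfatc1 on chromosome 18 (80606205–80713071) rose from 233 ± 21.4 (SD, n = 3) to 281 ± 21.9 (SD, n = 3) (log2 fold change 0.27, standard error 0.08, adjusted p = 0.0268). It met the criteria, but in only 2 of the 6 leave-one-out fits, and not under TMM normalization, with the replicate block or with the 2 hair cell groups fitted alone. The estimate was 0.28 under TMM normalization and lay between 0.21 and 0.34 in the leave-one-out fits. The response of Mapk8 differed from that of non-hair cells, where the log2 fold change was -0.16 (interaction adjusted p = 0.00413), and so did that of Elk1 (interaction adjusted p = 0.0358). The corresponding interaction was not past 0.05 for Atf2 (adjusted p = 0.0586) or Nfatc1 (adjusted p = 0.731). The plot of normalized read numbers by replicate shows these genes with Jun.

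**Figure D1:**
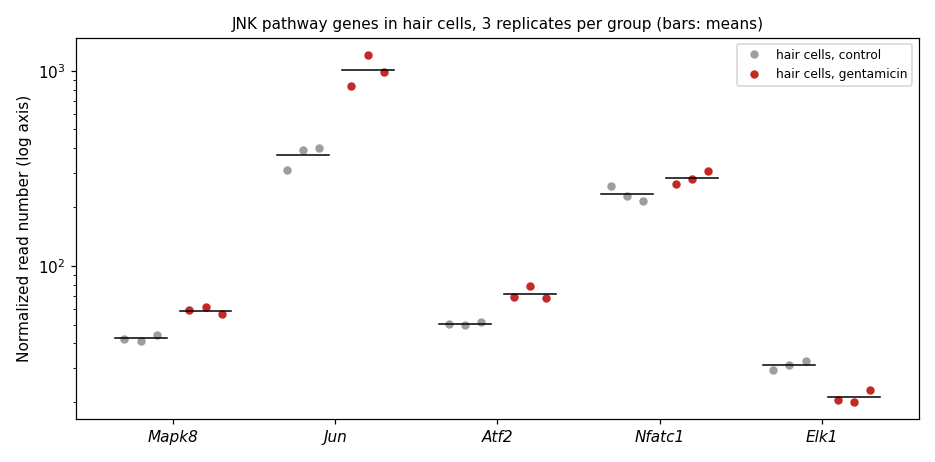
Normalized read numbers of Mapk8, Jun, Atf2, Nfatc1 and Elk1 in control (grey) and gentamicin-treated (red) hair cells on a log axis. Each point is 1 of 3 replicates and each bar the group mean; Jun went from a mean of 368 to 1009 and Elk1 from 30.9 to 21.2.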

As shown in Figure 2B (color coded, see legend), *Mapk8* (*Jnk1*) itself, in addition to several upstream and downstream factors including *Jun, Atf2, Nfatc1*, and *Elk1*, were changed at the transcriptional level in gentamicin-treated hair cells. Interestingly, the induction of *Jun* expression is regulated by phosphorylation of Jun itself, in an autoregulatory loop, by JNK (Angel et al., 1988); thus the increased mRNA expression of *Jun* indicates the likely activation of the JNK pathway. 

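Jun on chromosome 4 (95049034–95052222) had a normalized read number of 368 ± 50.7 (SD, n = 3) in control and 1009 ± 183 (SD, n = 3) in gentamicin-treated hair cells. Its log2 fold change was 1.45 (standard error 0.31, limma adjusted p = 0.00536) and stayed between 1.31 and 1.57 with each hair cell replicate left out. All 3 treated replicates were above all 3 controls, and the exact two-sided permutation p of 0.10 is the smallest that this design allows. In non-hair cells Jun moved the other way, from 842 ± 268 (SD, n = 3) to 604 ± 294 (SD, n = 3) (log2 fold change -0.53, adjusted p = 0.418), and the replicates overlapped. The difference between the responses had an interaction adjusted p of 0.0166. From the rise of Jun, whose induction depends on phosphorylation of Jun by JNK, the paper reasons that the JNK pathway was likely activated.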

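Table S3 lists 65 Jun targets, of which 57 were among the genes tested, and Jun itself is among them. In hair cells 12 of these met the criteria, 5 up and 7 down, which is 21.1%. Among the other genes tested 27.5% met the criteria, and the share was not larger among targets (odds ratio 0.703, one-sided Fisher's exact test, p = 0.895). This is 1 of 9 gene set tests, and its Benjamini-Hochberg adjusted p over the 9 is 1. The number of changed targets was 11–14 under the other settings and 9–13 in the fits that left out 1 hair cell replicate. The sign of the fold change was that of Table S3 for all 57 targets.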

Transcriptional changes in other targets of Jun regulation are summarized in Table S3. The pattern of changed expression of JNK pathway-related genes is consistent with the timeline of critical signaling events for aminoglycoside-induced hair cell death, indicating that the JNK pathway is one of the early response pathways that are activated in hair cells after aminoglycoside treatment (Matsui et al., 2004).

#### Genes involved in the NF-κB pathway were expressed differentially after gentamicin treatment

Activation of the NF-κB pathway has been implicated as protective against aminoglycoside ototoxicity in several biochemical assays (Jiang et al., 2005). Aminoglycoside treatment has been shown to increase DNA binding activity of NF-κB, indicating activation of the NF-κB pathway by aminoglycoside antibiotics (Jiang et al., 2005). Additionally, reagents promoting NF-κB translocation into nuclei reportedly protect hair cells from aminoglycoside ototoxicity (Jiang et al., 2005).

Our RNA sequencing data show that the expression of genes involved in the NF-κB pathway was altered in hair cells after gentamicin treatment. Gentamicin-induced expression changes of *Nfkb1* (*p50*), *Nfkbib* (*Ikbb*), and *Chuk*(*Ikk1*) were verified by Q-PCR (Figure 3A). Fold changes based on RNA sequencing were smaller but remained highly significant (*p* < 0.01). 

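By RNA sequencing, Chuk on chromosome 19 (44073335–44107480) rose from a normalized read number of 93.4 ± 6.51 (SD, n = 3) in control hair cells to 124 ± 3.00 (SD, n = 3) after gentamicin (log2 fold change 0.42, standard error 0.07, adjusted p = 0.00170 by limma). The fold changes were 1.49 for Nfkb1, 1.48 for Nfkbib and 1.33 for Chuk. The adjusted p-values of Nfkb1 and Nfkbib were 6.52e-04 and 0.00147. All 3 genes met the criteria in each of the 6 fits that left out 1 hair cell replicate and with the replicate block.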

In IPA pathway analysis, the NF-κB pathway was identified as a significantly affected pathway in gentamicin-treated hair cells (*p* = 0.00004). Expression changes of genes involved in the NF-κB pathway are shown in Figure 3B. 

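Nfkb1 on chromosome 3 (135584655–135691547) rose from 60.7 ± 3.55 (SD, n = 3) to 90.7 ± 10.7 (SD, n = 3) in hair cells (log2 fold change 0.57, standard error 0.09, adjusted p = 6.52e-04 by limma). Nfkbib on chromosome 7 (28758251–28767512) rose from 28.1 ± 1.67 (SD, n = 3) to 41.6 ± 3.69 (SD, n = 3) (log2 fold change 0.56, standard error 0.10, adjusted p = 0.00147). The log2 fold changes stayed between 0.49 and 0.66 for Nfkb1 and between 0.50 and 0.63 for Nfkbib with each hair cell replicate left out. In non-hair cells the log2 fold changes were 0.05 and 0.08, and the interaction had an adjusted p of 0.0183 for Nfkb1 and 0.0407 for Nfkbib.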

Among these genes, *Nfkb1* and *Nfkbib* have been identified as target genes of NF-κB (Ten et al., 1992; Schreiber et al., 2006), and their increased expression strongly suggests the activation of the NF-κB pathway in gentamicin-treated hair cells. Transcriptional changes in other NF-κB targets are summarized in Table S3. 

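Of the 69 Nfkb1 targets in Table S3, 45 were tested and 11 met the criteria in hair cells, 5 up and 6 down. The share was 24.4% among targets and 27.5% among the other genes (odds ratio 0.854, one-sided Fisher's exact test, p = 0.728, adjusted p over 9 set tests 1). With the replicate block 14 targets met the criteria and with the 2 hair cell groups fitted alone 16 did. The odds ratios then passed to the other side of 1, at 1.12 and 1.20, with one-sided exact p-values of 0.416 and 0.328. Without control replicate 1 and without gentamicin replicate 1 it was also above 1, at 1.08 and 1.13. In non-hair cells 7 of the 45 targets met the criteria, 0 up and 7 down. The odds ratio for a fall there was 8.11 (one-sided Fisher's exact test, p = 6.11e-05). This test was not among the 9 set tests and was not adjusted, and it takes genes as independent draws. From the rise of Nfkb1 and Nfkbib, which are themselves NF-κB targets, the paper reasons that the NF-κB pathway was activated.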

Our expression data indicate that the NF-κB pathway, like the JNK pathway, is an early response pathway that is activated in hair cells by aminoglycosides.

#### No significant stress response was observed at the transcriptional level for NRF2 target genes at the 3 h time point

The prevailing hypothesis of aminoglycoside ototoxicity holds that aminoglycoside-induced ROS production causes oxidative stress, which triggers apoptosis in hair cells. Cellular ROS levels are reported to increase within minutes of aminoglycoside administration *in vitro* (Hirose et al., 1997), and antioxidant reagents are shown to protect hair cells from aminoglyocside ototoxicity (Schacht, 1999). In addition, the oxidative stress response mediated by the transcription factor NRF2 (Nfe2l2) has been implicated in aminoglycoside ototoxicity (Hoshino et al., 2011). Therefore, a response to oxidative stress at the transcriptional level was expected. Surprisingly, although some genes upstream of the Nrf2-dependent oxidative stress pathway were upregulated in response to gentamicin at 3 h, the transcriptional key regulator Nrf2 (Nfe2l2), was not affected, nor were its well-studied transcriptional targets (Ma, 2013) (Figure 4B and Table S3). 

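Nfe2l2 on chromosome 2 (75675513–75704641) had a normalized read number of 17.5 ± 3.91 (SD, n = 3) in control and 16.9 ± 2.71 (SD, n = 3) in gentamicin-treated hair cells (log2 fold change -0.04, standard error 0.16, adjusted p = 0.866 by limma). Its log2 fold change lay between -0.18 and 0.13 with each hair cell replicate left out, and scaling by total reads gave 0.05. Of the 30 NRF2 targets of Table S3, 24 were tested, and Nfe2l2 is on that list. None of them rose past the criteria, against 12.7% of the other genes (one-sided Fisher's exact test, p = 1). The number of rising targets was 0 in every alternative fit except the one with the 2 hair cell groups alone, which gave 2. In the other direction, 6 targets fell past the criteria, or 25.0% against 14.8% of the other genes (one-sided Fisher's exact test, p = 0.133). The median log2 fold change of the tested targets was -0.14. From the absence of a rise, the paper proposes that the Nrf2 pathway had not been fully activated at 3 h.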

We interpret this to mean that at this early time point, the Nrf2 oxidative stress pathway has not been fully activated. One explanation for this might be that at the 3 h time point, aminoglycoside-induced ROS production had not increased to a level sufficient to overwhelm the highly-developed antioxidant system in hair cells, and this hypothesis is supported by the observation that after the initial disruption, a new balanced redox state indicated by stable NAD(P)H fluorescence is reached within 15 min post-gentamicin treatment (Schafer and Buettner, 2001; Tiede et al., 2009). Alternatively, the catastrophic oxidative stress may be caused by temporally downstream events such as mitochondrial dysfunction.

Another group of genes, which drew our attention because of a lack of early response, were those encoding heat shock proteins. 

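Among the genes tested, 28 had symbols that start with Hsp, and 2 of them rose and 4 fell past the criteria in hair cells, with a median log2 fold change of -0.17. Hspa5 on chromosome 2 (34771970–34777547) fell from 852 ± 116 (SD, n = 3) to 612 ± 41.3 (SD, n = 3) (log2 fold change -0.47, standard error 0.13, adjusted p = 0.0194 by limma). It met the criteria in 3 of the 6 fits that left out 1 hair cell replicate and missed them under scaling by total reads. Hsp90b1 on chromosome 10 (86690209–86705509) fell from 943 ± 90.1 (SD, n = 3) to 603 ± 56.9 (SD, n = 3) (log2 fold change -0.64, standard error 0.11, adjusted p = 0.00118) and met them in all 6. For Hspa1a and Hspa1b, which lie side by side on chromosome 17, the log2 fold changes were -0.80 (adjusted p = 0.264) and -0.57 (adjusted p = 0.320). Hspb1 and Hspb2 had log2 fold changes of -0.63 (adjusted p = 0.110) and -0.53 (adjusted p = 0.0779). Those of Hsp90aa1 and Hsp90ab1 were -0.22 (adjusted p = 0.271) and -0.43 (adjusted p = 0.0350). Hsp90ab1 missed the criteria here and met them with the replicate block and with an offset of 0.1. None of the genes named here had a positive log2 fold change in hair cells.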

Expression of these genes was not induced by gentamicin at 3 h, including the HspA group (*Hspa1a, Hspa1b, Hspa5*, and others), the HspB group (*Hspb1, Hspb2*, and others), the HspC group (*Hsp90aa1, Hsp90ab1*, and *Hsp90b1*), and other members in the HspD, HspE, and HspG groups (Table S1). 

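Of the 41 tested genes of the Dnaj family, 8 rose and 4 fell past the criteria in hair cells. Dnaja2 on chromosome 8 (85537633–85555344) rose from 207 ± 20.7 (SD, n = 3) to 265 ± 13.3 (SD, n = 3) (log2 fold change 0.36, standard error 0.08, adjusted p = 0.00442 by limma) and Dnajb4 on chromosome 3 (152178511–152210302) from 48.9 ± 3.64 (SD, n = 3) to 64.8 ± 8.57 (SD, n = 3) (log2 fold change 0.40, standard error 0.10, adjusted p = 0.00851). Taking heat shock and Dnaj genes as 1 set of 69, 10 rose, or 14.5% against 12.7% of the other genes (odds ratio 1.17, one-sided Fisher's exact test, p = 0.376, adjusted p over 9 set tests 1). Scaling by total reads moved the number most and gave 16 rising genes (one-sided Fisher's exact test, p = 0.127). The odds ratio was highest without control replicate 2, at 1.68 (one-sided Fisher's exact test, p = 0.0880). The sets tested here do not hold every stress gene, and by Q-PCR the paper reports increases of selected stress response genes. Gadd45g, Klf11 and Ddit3, chosen after their values were seen, rose in hair cells by 1.33, 1.67 and 1.46 on the log2 scale. From the absence of a strong induction of heat shock genes, the paper proposes that hair cells had not launched a broad stress response at 3 h.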

Among Dnaj family members, which are involved in oxidative stress response, only *Dnaja2, Dnajb4*, and some *Dnajc* genes were expressed at slightly higher levels (Table S1). The absence of strong induction of heat shock protein genes suggests that hair cells had not launched a broad stress response at 3 h, and indicates that transcriptional changes in signaling pathways, such as the JNK and the NF-κB pathways, at this time point were not simply caused by dysregulation of general transcription under stress conditions.

#### Genes involved in the initiation and execution of apoptosis were not significantly affected at the early time point

Aminoglycoside antibiotics are thought to induce hair cell death through an intrinsic mitochondrial apoptosis pathway (Forge and Li, 2000). Apoptosis is an active process that requires gene transcription and protein synthesis (Matsui et al., 2002). In contrast to genes involved in upstream pathways, such as the JNK and the NF-κB pathways, which regulate apoptosis and survival, genes involved in apoptosis initiation and execution were not significantly affected in gentamicin-treated hair cells at 3 h post treatment (Figure 5B). 

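The nodes of Figure 5B correspond to 32 genes, of which 30 were tested. In hair cells 5 of them met the criteria, 2 up and 3 down, or 16.7% against 27.5% of the other genes (odds ratio 0.527, one-sided Fisher's exact test for a larger share, p = 0.944). The adjusted p over the 9 set tests is 1. The alternative settings gave 4–6 changed genes, with the smallest number from the 2 hair cell groups fitted alone, and the fits that left out 1 replicate gave 3–6. The paper states that genes of apoptosis initiation and execution were largely unaffected at 3 h.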

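Casp2 on chromosome 6 (42264985–42282508) fell in hair cells from a normalized read number of 27.9 ± 2.11 (SD, n = 3) to 15.5 ± 2.40 (SD, n = 3) (log2 fold change -0.86, standard error 0.13, adjusted p = 6.42e-04 by limma), and Casp9 on chromosome 4 (141793612–141815976) from 16.5 ± 1.43 (SD, n = 3) to 12.8 ± 1.02 (SD, n = 3) (log2 fold change -0.37, standard error 0.10, adjusted p = 0.0192). Casp2 met the criteria in all 6 fits that left out 1 hair cell replicate, and Casp9 in 3. Casp9 also missed them under scaling by total reads and with the 2 hair cell groups fitted alone. Of the 19 tested genes of the Bcl2 family, 1 rose and 3 fell past the criteria (one-sided Fisher's exact test for a larger share than other genes, p = 0.809). By the same fit Bnip1 on chromosome 17 (26781066–26792565) had a log2 fold change of 0.59 (standard error 0.10, adjusted p = 0.00158) and Ccar1 on chromosome 10 (62743928–62792286) of 0.70 (standard error 0.08, adjusted p = 1.69e-04).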

Although we observed up-regulation of *Casp3* expression and down-regulation of *Casp2* and *Casp9* expression, the majority of intrinsic mitochondrial apoptosis pathway-related genes remained unchanged, including pro- and anti-apoptosis Bcl2 family members (Figure 5B). The lack of significant induction of apoptosis factors at this relatively early time point is consistent with the critical events timeline of aminoglycoside-induced hair cell death (Matsui et al., 2004). We verified the expression changes of *Bnip1, Casp3* and *Ccar1* by Q-PCR (Figure 5A).

We analyzed the cell-type specific response by comparing gentamicin-induced expression changes in hair cells, with gene expression changes during cell death in fibroblasts, neurons, and kidneys (based on published literature as curated in the IPA data base). Like hair cells, neurons are terminally-differentiated, non-dividing cells, but pathways regulating neuronal cell apoptosis are well characterized. We also emphasized the kidney because nephrotoxicity is another well-known sequela to aminoglycoside antibiotics treatment. These comparisons in IPA revealed that gentamicin-induced gene expression changes in hair cells are significantly different from the dataset derived from fibroblasts (*p* = 0.0000927 and activation z-score −1.81) (activation z-score is a quantitative measure of how similar the hair cell dataset is to the “comparing dataset”: larger positive number indicates there are more genes with expression changes in the same direction in both datasets, while larger negative number means there are more genes with changes in opposite direction between datasets; see Table 1 caption), but similar to datasets of neuronal cell death (*p* = 0.000280 and activation z-score 0.312), and cell death of kidney cells (*p* = 0.00576 and activation z-score 0.664). The observed similarity between aminoglycoside-induced hair cell death and neuronal cell death is not surprising, as hair cells and neurons are related types of terminally differentiated, excitable cells. The similarity between hair cells and kidney cells in response to aminoglycoside-induced stress will be discussed in Section: “Similarity between aminoglycoside ototoxicity and nephrotoxicity” found below.

**Table 1:** **Comparison of the hair cell dataset with known expression changes during cell death in other tissues and cell types**.

**Comparing dataset**	***p*-value**	**Activation z-score**	**# Genes**
Cell death of kidney cells	5.76E-03	0.664	73
Cell death of kidney cell lines	1.09E-03	0.579	67
Neuronal cell death	2.80E-04	0.312	149
Cell death of brain cells	4.10E-04	0.024	63
Cell death of central nervous system cells	6.80E-04	0.015	66
Cell death of fibroblast cell lines	2.71E-04	−0.539	98
Cell death of cerebellar cortex cells	2.77E-05	−0.574	17
Cell death of tumor cell lines	4.70E-06	−0.656	331
Cell death of lymphoma cell lines	2.54E-03	−1.148	46
Cell death of fibroblasts	9.27E-05	−1.81	61

*Selected entries are shown. The p-value, which is calculated using the right-tailed Fisher Exact Test by IPA, is a measure of the likelihood that the association between a set of focus genes in two datasets is due to random chance. Activation z-score is a quantitative measure of how similar the hair cell dataset is to the “comparing dataset”: larger positive number indicates there are more genes with expression changes in the same direction in both datasets, while larger negative number means there are more genes with changes in opposite direction between datasets. # Genes indicates number of overlapping genes in the comparison*.

#### Gentamicin-induced changes in cell cycle and DNA damage repair genes indicate disruption of the postmitotic state

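Ccnb2 on chromosome 9 (70407692–70421547) rose in hair cells from a normalized read number of 1.85 ± 0.0254 (SD, n = 3) to 4.05 ± 0.668 (SD, n = 3) (log2 fold change 1.12, standard error 0.24, adjusted p = 0.00475 by limma). Its level in control non-hair cells was higher, at 17.8 ± 0.701 (SD, n = 3). Ccne2 on chromosome 4 (11191351–11204779) rose from 4.83 ± 0.484 (SD, n = 3) to 7.34 ± 1.27 (SD, n = 3) (log2 fold change 0.59, standard error 0.21, adjusted p = 0.0463), which did not meet the criteria. It met them under scaling by total reads, with the 2 hair cell groups fitted alone and in 1 of the 6 leave-one-out fits. Both genes are at low levels in hair cells, with 19–20 recovered reads of Ccnb2 and 79–95 of Ccne2 per control replicate, which limits the precision. Among DNA repair genes, Rad52 on chromosome 6 (119902698–119922828) rose from 13.7 ± 0.740 (SD, n = 3) to 27.3 ± 1.35 (SD, n = 3) (log2 fold change 0.99, standard error 0.10, adjusted p = 7.62e-05). For Rad52 the response differed from that of non-hair cells, where the log2 fold change was -0.17 (interaction adjusted p = 0.00122).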

Another group of early response genes whose expression was significantly affected upon exposure to gentamicin includes those involved in cell cycle regulation and DNA damage repair. We verified several genes in this group, including *Ccnb2* (*Cyclin B2*), *Ccne2* (*Cyclin E2*), *Ercc8* (*Csa*), *Rad52, Apex2*, and *Alkbh3* (Figure 6A). 

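The nodes of Figure 6B correspond to 45 cell cycle genes, 43 of which were tested. In hair cells 9 met the criteria, 5 up and 4 down, or 20.9% against 27.5% of the other genes (odds ratio 0.698, one-sided Fisher's exact test, p = 0.874, adjusted p over 9 set tests 1). The 2 hair cell groups fitted alone moved this number most, to 13. Under scaling by total reads 12 met the criteria and the odds ratio was 1.04 (one-sided Fisher's exact test, p = 0.513). All 21 nucleotide excision repair genes of Figure 6C were tested, and 11 rose and 0 fell past the criteria. The share that rose was 52.4% against 12.6% of the other genes (odds ratio 7.62, one-sided Fisher's exact test, p = 1.37e-05, adjusted p over 9 set tests 6.16e-05). The paper shows this pathway for its induction in the same hair cell data, so the p-value partly restates that choice. The test also takes genes as independent draws. The log2 fold changes of the 11 genes were 0.26–0.92, and Ercc8 was among them. Scaling by total reads gave 14 rising genes, and the fits that left out 1 hair cell replicate gave 7–11. In non-hair cells 1 gene of the set rose past the criteria, and the interaction had an adjusted p under 0.05 for 2. Under the other settings this interaction count ran from 1, with the replicate block, to 10, under scaling by total reads. The plot of log2 fold changes shows each gene of the set.

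**Figure D2:**
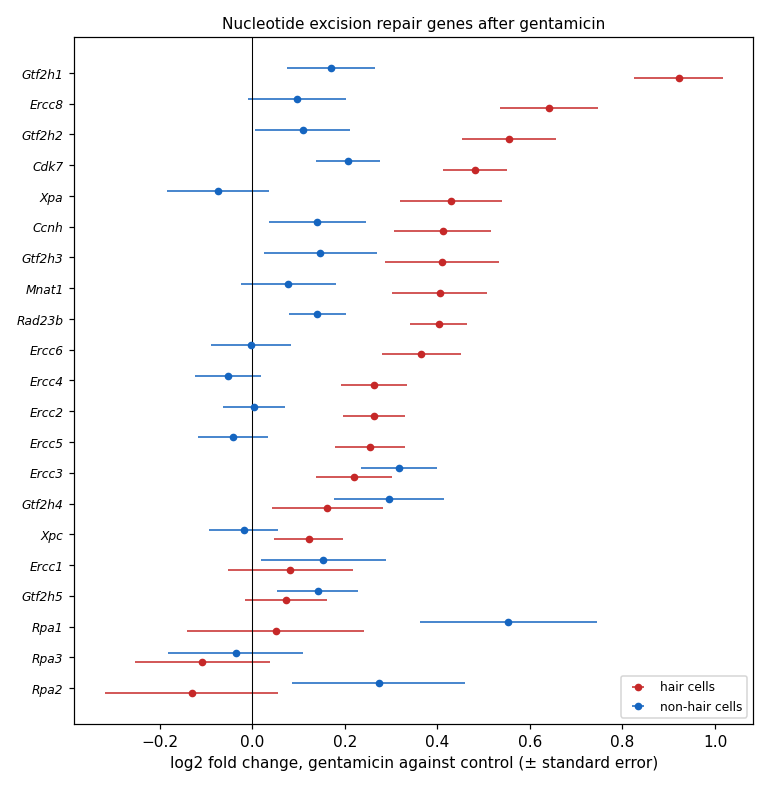
Log2 fold changes (horizontal axis) of the 21 nucleotide excision repair genes after gentamicin in hair cells (red) and non-hair cells (blue), from 3 replicates per group. Points are estimates and bars their standard errors; in hair cells the estimates run from -0.13 to 0.92 with a median of 0.26.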

Expression changes of genes involved in cell cycle regulation and nucleotide excision repair are shown in Figures 6B,C, respectively. Comparisons between gentamicin-induced gene expression changes and known transcription regulation of related genes during cell cycle or DNA damage repair are summarized in Tables 2, 3, respectively. These data suggest that the postmitotic state of hair cells was disrupted following gentamicin treatment. Loss of control of the postmitotic state and re-entry into the cell cycle preceding neuronal cell apoptosis has been observed (Arendt, 2000), and inhibition of cell cycle re-entry by blocking CDK activity has been shown to protect neurons from apoptosis induced by certain drugs or stress (Kruman, 2004; Golsteyn, 2005). Consistent with these observations in neuronal cells, aberrant cell cycle re-entry, induced by knocking out *Cdkn1a* (*p21*) and *Cdkn2d* (*p19*), leads to hair cell apoptosis (Laine et al., 2007). Inhibition of CDK2 activity also protects hair cells from gentamicin ototoxicity (Tao and Segil, unpublished data), suggesting that the cell cycle machinery plays a role in mediating hair cell death. Our RNA sequencing data showing transcriptional changes to cell cycle-related genes indicate a disruption of the postmitotic state, which supports the idea that loss of cell cycle control may underlie an additional pathway leading to hair cell death after gentamicin treatment.

**Table 2:** **Comparison of the hair cell dataset with known expression changes in datasets from different stages of cell cycle**.

**Comparing dataset**	***p*-value**	**Activation z-score**	**# Genes**
G2 phase	1.08E-06	0.964	69
G2/M phase	1.31E-03	0.507	46
Cell cycle progression	3.96E-07	0.199	237
Mitosis	2.51E-05	−0.075	112
G1 phase	6.42E-04	−0.401	86
G1/S phase transition	1.75E-03	−0.506	46
M phase	2.37E-04	−0.891	55
S phase	1.44E-04	−1.122	63
Interphase	9.91E-08	−1.334	160
Entry into interphase	4.35E-03	−1.523	35

*Selected entries are shown*.

**Table 3:** **Comparison of the hair cell dataset with known expression changes in genes associated with the DNA repair process**.

**Comparing dataset**	***p-*value**	**Activation z-score**	**# Genes**
Repair of DNA	7.05E-06	1.953	66
DNA damage response of cells	6.09E-05	0.343	43
DNA replication	7.48E-05	−0.523	61
Metabolism of DNA	6.37E-04	0.357	90
Excision repair	1.02E-03	2.756	20

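Ercc8 on chromosome 13 (108158731–108195364) rose from a normalized read number of 10.3 ± 0.657 (SD, n = 3) to 16.1 ± 0.584 (SD, n = 3) in hair cells (log2 fold change 0.64, standard error 0.11, adjusted p = 0.00117 by limma). Apex2 on chromosome X (150519519–150589868) rose from 5.15 ± 0.472 (SD, n = 3) to 7.97 ± 0.345 (SD, n = 3) (log2 fold change 0.63, standard error 0.13, adjusted p = 0.00412) and Alkbh3 on chromosome 2 (93980550–94010807) from 9.92 ± 0.659 (SD, n = 3) to 16.4 ± 3.08 (SD, n = 3) (log2 fold change 0.71, standard error 0.14, adjusted p = 0.00360). Each met the criteria in all 6 fits that left out 1 hair cell replicate and with the replicate block. The paper proposes that the induction of repair genes and the changes in cell cycle genes reflect a disrupted postmitotic state.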

Induction of DNA damage repair genes also supports the hypothesis that the postmitotic state is disrupted in hair cells after gentamicin treatment. It is plausible that the induction of DNA repair genes by DNA damage is caused by elevated ROS levels after gentamicin treatment, but our experimental observations do not support this explanation. First, the absence of significant induction of oxidative stress response genes suggests that the ROS production had not reached a level sufficient to induce the change in known response genes. Second, we failed to detect DNA damage by immunostaining against phosphorylated Chk, or by comet assay (Tao and Segil, unpublished data). Third, we did not observe induction of DNA damage repair genes at the transcriptional level after treating the cochlea with the DNA-damaging agent cisplatin (Ng, Rainey and Segil, unpublished data). Based on these observations, we postulate that up-regulated expression of DNA damage repair genes is not triggered by gentamicin-induced DNA damage and ROS production, but rather is more likely to reflect a change in cell cycle status following gentamicin treatment.

### Gene expression changes induced by gentamicin in the non-hair cell population

Hair cells are specifically marked by GFP in Atoh1-GFP transgenic mice (Figure 1A), thus the GFP negative population consists of supporting cells (Deiters' cells, pillar cells and Hensen cells), cells in the greater epithelial ridge, cells in the lesser epithelial ridge, and other cells constituting surrounding tissues (inner phalangeal cells were excluded by FACS, based on their low-level misexpression of GFP, Figures 1A,C). The number of genes whose expression was affected by gentamicin in non-hair cell samples is much smaller than that in hair cells. 

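The number of genes that met the criteria was 875 in non-hair cells and 4418 in hair cells, in the same limma fit and with 3 replicates in every group. The spread between replicates was larger in non-hair cells. The median SD of log2 normalized read numbers was 0.145 and 0.157 in the control and treated groups, against 0.0945 and 0.127 in hair cells. The fit shares a variance per gene across all groups, so each count also depends on the spread in the other population. With each population fitted alone, the counts were 383 in non-hair cells and 5061 in hair cells, a wider gap. The interaction contrast, which tests the difference between the responses, gave 2158 genes at an adjusted p under 0.05, 1102 with the higher log2 fold change in hair cells and 1056 with the higher one in non-hair cells. This balance depended on the setting. It was 1501 and 716 under scaling by total reads, and 1342 and 585 with voom weights. The alternative settings run for this contrast with all replicates gave 1927–2306 such genes, and leaving out each of the 12 replicates in turn, a setting added after the data were seen, gave 1163–2377.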

The PCA results (Figure 1D) also show that the non-hair cell population does not respond to gentamicin uniformly, probably as a result of high heterogeneity. 

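The largest distance between 2 gentamicin-treated non-hair cell replicates in the 3 components was 129, against 43.4 in treated hair cells. Mean log2 normalized read numbers of cell type marker lists varied between the non-hair cell replicates. Over 10 supporting cell markers they lay between 6.49 and 7.51 in the 6 replicates, and over 10 markers of otic mesenchyme between 8.84 and 9.51. The paper proposes that a high heterogeneity of this population accounts for the scattered response.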

Expression of genes involved in cholesterol synthesis, lipid synthesis, nucleotide metabolism, and other biosynthesis processes, was significantly induced after gentamicin treatment in this population (Table 4). In addition, expression of genes involved in DNA replication and cell cycle was significantly affected (Table 4). 

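Table 4 names the processes and not their genes, so cholesterol synthesis was examined with a list of 20 enzymes of the sterol pathway, of which 19 were tested. In non-hair cells 14 rose and 0 fell past the criteria, or 73.7% against 3.10% of the other genes (odds ratio 87.5, one-sided Fisher's exact test, p = 9.30e-18, adjusted p over 9 set tests 8.37e-17). Their log2 fold changes were 0.39–0.87, and all 19 genes had a positive estimate. The exact test takes genes as independent draws, which enzymes of 1 pathway need not be. Its p-value therefore does not measure the spread between replicates. The mean log2 score of the list was 5.59, 5.54 and 5.66 in control and 5.97, 6.41 and 6.05 in treated non-hair cells. The fits that left out 1 non-hair cell replicate gave 12–15 rising genes, and the 2 non-hair cell groups fitted alone moved the number most, to 11. In hair cells 0 of the genes rose and 4 fell past the criteria, with a median log2 fold change of -0.18. The interaction had an adjusted p under 0.05 for 14 of the 19 genes, all with the higher log2 fold change in non-hair cells. The plot of log2 fold changes sets the populations side by side.

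**Figure D3:**
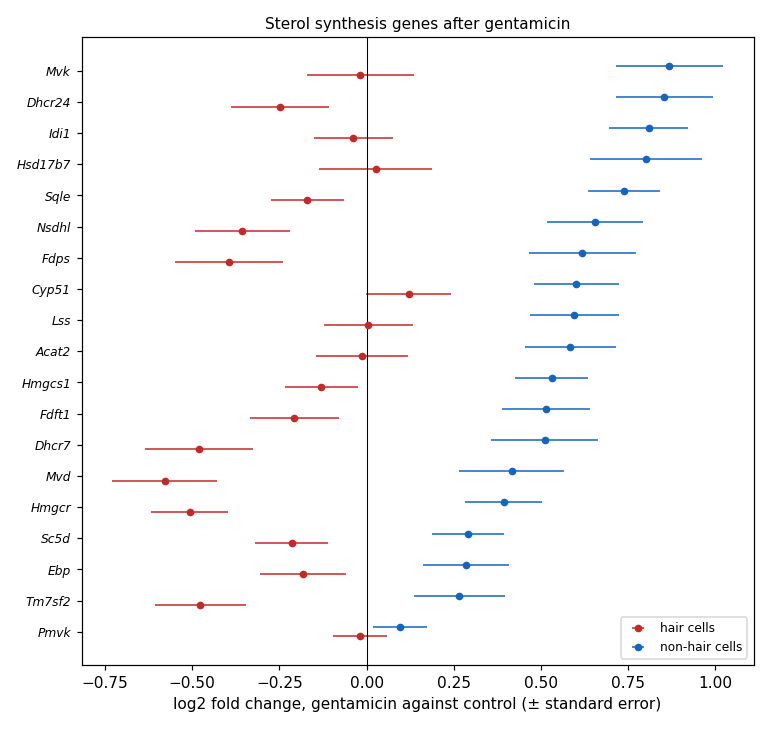
Log2 fold changes (horizontal axis) of the 19 sterol synthesis genes after gentamicin in hair cells (red) and non-hair cells (blue), from 3 replicates per group. Points are estimates and bars their standard errors; every estimate in non-hair cells is above its estimate in hair cells, from 0.10 to 0.87 against -0.58 to 0.12.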

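All 42 genes of a DNA replication list were tested, and 1 rose past the criteria in non-hair cells, or 2.38% against 3.19% of the other genes (one-sided Fisher's exact test, p = 0.744, adjusted p over 9 set tests 1). The median log2 fold change of the list was 0.27. Leaving out each non-hair cell replicate in turn gave 0–9 rising genes, with the largest number without gentamicin replicate 3 (one-sided Fisher's exact test, p = 9.12e-05). Scaling by total reads gave 2 rising genes and an odds ratio of 1.22, where the main setting gave 0.741. Of 20 mitosis markers, 0 rose and 0 fell past the criteria, with a median log2 fold change of 0.12. From the entries of Table 4, the paper proposes that gentamicin stimulated biosynthesis and proliferation in this population.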

The gentamicin-induced gene expression pattern of the non-hair cell population suggests gentamicin-stimulated biosynthesis, and induced cell proliferation in this population.

**Table 4:** **Comparison of non-hair cell dataset with known expression changes in biosynthesis and proliferation datasets**.

**Comparing dataset**	***p*-value**	**Activation z-score**	**# Genes**
Synthesis of sterol	4.76E-11	1.723	16
Synthesis of cholesterol	1.04E-10	1.937	14
Metabolism of cholesterol	3.01E-10	1.937	17
Steroid metabolism	1.38E-05	1.937	20
Steroidogenesis	2.79E-05	1.929	17
Synthesis of terpenoid	3.74E-05	2.075	20
Metabolism of terpenoid	5.42E-05	1.937	21
Metabolism of membrane lipid derivative	6.59E-05	1.66	25
Conversion of acyl-coenzyme A	9.34E-05	1.964	4
Proliferation of cells	3.80E-03	2.161	136

*Selected entries are shown*.

In the presence of Texas-Red conjugated gentamicin (GTTR) in culture medium, hair cells had much higher GTTR fluorescence than other cell types (Figure 1A), suggesting that gentamicin preferentially accumulates in hair cells. However, hair cells and supporting cells form a mosaic linked by tight epithelial junctions and other cell-cell contacts (Gulley and Resse, 1976). Communication between hair cells and supporting cells is continuous as a result of cell-cell contact, and changes in one cell type that result from the gentamicin treatment likely effect physiological change in the other. One such cell-cell signaling pathway significantly affected by gentamicin treatment in non-hair cells is the Notch signaling pathway. 

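Dll1 on chromosome 17 (15367354–15376872) fell in hair cells from a normalized read number of 89.3 ± 2.54 (SD, n = 3) to 49.0 ± 4.13 (SD, n = 3) (log2 fold change -0.87, standard error 0.20, adjusted p = 0.00660 by limma). Jag2 on chromosome 12 (112907819–112929776) had 1077 ± 27.1 (SD, n = 3) in control and 813 ± 104 (SD, n = 3) in treated hair cells (log2 fold change -0.41, standard error 0.23, adjusted p = 0.189). All 3 treated replicates of Jag2 were below all 3 controls (exact two-sided permutation test, p = 0.10, the smallest this design allows), but it did not meet the criteria unless the 2 hair cell groups were fitted alone. In non-hair cells the log2 fold change of Dll1 was -0.64 (adjusted p = 0.149, interaction adjusted p = 0.617), which met the criteria but not in 4 of the 6 leave-one-out fits or with the 2 groups fitted alone. That of Jag2 was -0.47 (adjusted p = 0.323, interaction adjusted p = 0.929) and did not meet them. Without gentamicin replicate 3 Jag2 met the criteria there, with an estimate of -0.74. Neither gene had a response that differed between the populations past an adjusted p of 0.05. In non-hair cells Hes1 on chromosome 16 (30064384–30067796) went from 121 ± 27.2 (SD, n = 3) to 91.4 ± 36.3 (SD, n = 3) (log2 fold change -0.45, adjusted p = 0.438). Hes5 on chromosome 4 (154960923–154962371) went from 56.3 ± 29.5 (SD, n = 3) to 25.9 ± 11.3 (SD, n = 3) (log2 fold change -1.09, adjusted p = 0.227). For Hey1 on chromosome 3 (8663359–8667256) the values were 115 ± 31.8 (SD, n = 3) and 75.6 ± 29.8 (SD, n = 3) (log2 fold change -0.64, adjusted p = 0.284), and for Hey2 on chromosome 10 (30832359–30842801) they were 23.4 ± 6.70 (SD, n = 3) and 16.8 ± 4.69 (SD, n = 3) (log2 fold change -0.47, adjusted p = 0.284). None of these 4 target genes met the criteria in non-hair cells, and the replicates of each overlapped between the groups. With the replicate number as a block, a pairing taken from the labels of Table S1, Hes5 and Hey1 met them with unchanged estimates. Without gentamicin replicate 3, Hes5, Hey1 and Hey2 met them, and Hey2 also did without control replicate 1. In the hair cell samples Hes1, Hes5 and Hey1 also fell, by 1.34, 2.02 and 1.32 on the log2 scale, and the interaction was not past an adjusted p of 0.05 for any of them (0.162, 0.316 and 0.292 by limma), though with the block it was for Hes5 (0.0131). Hey2 rose there instead, by 0.37 (adjusted p = 0.206), with all 3 treated replicates above all 3 controls, and met the criteria only with the 2 hair cell groups fitted alone. Over 10 markers of supporting cells, the median log2 fold change in hair cell samples was -0.80, so part of the signal for these genes in sorted hair cells cannot be assigned to hair cells alone. From the lower levels of ligands and targets, the paper proposes that changes in hair cells may bring about those in non-hair cells.

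**Figure D4:**
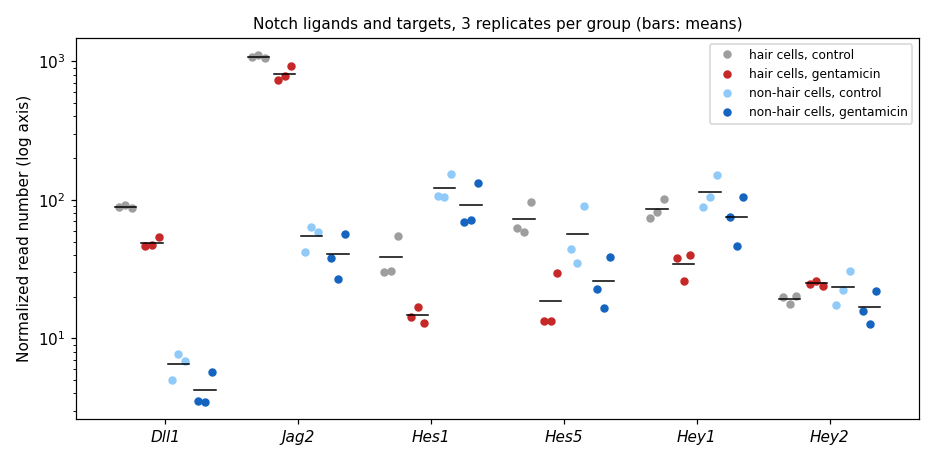
Normalized read numbers of Notch ligands and target genes by replicate on a log axis, in control and gentamicin-treated hair cells (grey, red) and non-hair cells (light and dark blue). Points are 3 replicates per group and bars group means; Hes5 falls from a mean of 72.4 to 18.7 in hair cell samples and from 56.3 to 25.9 in non-hair cell samples, where the replicates overlap.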

*Dll1* and *Jag2* are highly expressed as Notch ligands in hair cells, and *Hes1, Hes5, Hey1*, and *Hey2* are expressed in supporting cells as Notch target genes (Zine and de Ribaupierre, 2002; Doetzlhofer et al., 2009); after gentamicin treatment, expression of *Dll1* and *Jag2* were down-regulated in hair cells, and *Hes1, Hes5, Hey1*, and *Hey2* were also expressed at a lower level in the non-hair cell population (*p* = n.s. for *Hes* and *Hey* genes) (Table S1), indicating disrupted cell-cell signaling between hair cells and supporting cells. This observation supports the idea that the expression profile changes that we observe in the non-hair cell population may be brought about by changes in response to gentamicin in hair cells. However, we could not exclude the possibility that non-supporting cells in the GFP-negative population might be responding to gentamicin treatment directly at the transcriptional level.

### Similarity between aminoglycoside ototoxicity and nephrotoxicity

Nephrotoxicity is another side effect of aminoglycoside antibiotics, and several publications catalog the changes in response to aminoglycoside antibiotics (Oh et al., 2006; Ozaki et al., 2010). A statistical comparison of gentamicin-induced hair cell gene expression changes and transcriptional profiles after gentamicin treatment in kidney identified a significant overlap between gene expression changes in gentamicin-treated hair cells and kidneys (*p* = 8.02E-08). In the dataset obtained from kidney, 211 genes were identified by microarray that were significantly changed after gentamicin treatment (Ozaki et al., 2010), and there were 50 genes in our hair cell dataset that were changed in the same direction as they were in kidney (Table 5).

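Table 5 lists 62 genes with hair cell fold changes, 50 in the direction seen in kidney and 12 in the other direction. All 62 had the direction of Table 5 in the limma fit, and 59 of them met the criteria. Among the 50 genes with the kidney direction, 48 met the criteria, and 41–45 did in the fits that each left out 1 hair cell replicate. Scaling by total reads moved this most among the other settings, to 45. As Table 5 was compiled from the same hair cell data, no test of overlap was run, and the kidney values were not analysed here. The largest rise in the table was that of Ppp1r10, from 99.2 ± 3.94 (SD, n = 3) to 453 ± 100.4 (SD, n = 3) (log2 fold change 2.17, standard error 0.19, adjusted p = 4.23e-05). Its log2 fold change stayed between 2.00 and 2.27 in those fits.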

**Table 5:** **Comparison of gentamicin-induced hair cell gene expression changes with gentamicin-induced expression changes in kidney**.

**Gene symbol**	**Function Annotation**	***p*-value in HC dataset**	**Fold Change in HC dataset**	**Findings in nephrotoxicity**	**Consistent**
Ppp1r10	Phosphatase	5.84E-06	4.524746	Upregulates	Yes
Ddit3	Transcription factor	2.62E-05	2.751878	Upregulates	Yes
Jun	Transcription factor	0.00245	2.732988	Upregulates	Yes
Ccnl1	RNA splicing	4.46E-06	2.482795	Upregulates	Yes
Gnl3	p53 pathway regulation	7E-06	2.127794	Upregulates	Yes
Chka	Phospholipid synthesis	6.28E-07	2.029311	Upregulates	Yes
Ddx39	RNA splicing	4.98E-06	1.991224	Upregulates	Yes
Nop58	Ribosome biogenesis	7.68E-08	1.941254	Upregulates	Yes
Ppp1r15a	Phosphatase	0.009454	1.739694	Upregulates	Yes
Kti12	Unkown	0.008232	1.649551	Upregulates	Yes
Ptbp1	RNA splicing	3.83E-05	1.636352	Upregulates	Yes
Eed	Transcription repressor	8.35E-06	1.601639	Upregulates	Yes
Eif2b2	Translation	3.21E-06	1.572336	Upregulates	Yes
Cul2	Ubiquitin ligase	7.77E-06	1.510931	Upregulates	Yes
Zfp622	Transcription regulator	4.77E-06	1.483148	Upregulates	Yes
Naa15	N-acetyltransferase	0.000102	1.461136	Upregulates	Yes
Smn1	RNA splicing	0.000161	1.45206	Upregulates	Yes
Phax	RNA export	0.006074	1.438425	Upregulates	Yes
Lig4	DNA repair	5.82E-05	1.41918	Upregulates	Yes
Azin1	Metabolism	0.001597	1.388636	Upregulates	Yes
Arf6	Ras superfamily	0.000976	1.388019	Upregulates	Yes
2310044G17Rik	Unkown	0.005972	1.37605	Upregulates	Yes
Eaf1	Transcription factor	0.000222	1.369313	Upregulates	Yes
Cdk13	Transcription elongation	0.000244	1.365288	Upregulates	Yes
Pafah1b1	Inactivates platelet-act. factor	0.000164	1.346669	Upregulates	Yes
Gfer	Growth factor	0.001933	1.324081	Upregulates	Yes
Pelo	Mitosis	0.000148	1.319478	Upregulates	Yes
Tsc22d1	Transcription regulator	0.000157	1.315102	Upregulates	Yes
Ddx50	RNA helicase	0.00147	1.313465	Upregulates	Yes
Gadd45a	MAPK pathway regulator	0.007003	1.30902	Upregulates	Yes
Tars	tRNA synthesis	0.001263	1.292011	Upregulates	Yes
Mdm2	p53 pathway regulation	0.005424	1.28435	Upregulates	Yes
Dnaja2	Chaperone	0.001429	1.282581	Upregulates	Yes
Eif2b4	Translation	0.001361	1.270756	Upregulates	Yes
Sfpq	RNA splicing	0.000749	1.252767	Upregulates	Yes
Cnksr3	Sodium transport	0.00051	1.240931	Upregulates	Yes
Cand1	Ubiquitin ligase	0.003349	1.215329	Upregulates	Yes
Mybbp1a	Transcription regulator	0.000956	1.214954	Upregulates	Yes
Ncl	Ribosome biogenesis	0.00327	1.206809	Upregulates	Yes
Decr2	Metabolism	0.003445	−1.21269	Downregulates	Yes
Asl	Urea cycle	0.000314	−1.27227	Downregulates	Yes
Acsl3	Metabolism	0.000638	−1.27564	Downregulates	Yes
Gstm1	Antioxidant	0.00249	−1.32453	Downregulates	Yes
S100a1	Calcium binding	0.006299	−1.37041	Downregulates	Yes
Abat	Metabolism	0.002967	−1.38497	Downregulates	Yes
Mrpl23	Mitochondrial ribosome	0.003565	−1.38508	Downregulates	Yes
Hacl1	Metabolism	0.002033	−1.43919	Downregulates	Yes
St6galnac3	Glycolipid synthesis	0.005244	−1.46649	Downregulates	Yes
Pcx	Metabolism	0.00279	−1.65712	Downregulates	Yes
Eef1a1	Translation	2.35E-05	−2.0177	Downregulates	Yes
Zfp354a	Unkown	0.001648	1.544937	Downregulates	No
Hyou1	Stress	0.002956	−1.22211	Upregulates	No
Nedd4	Ubiquitin ligase	2.45E-06	−1.27335	Upregulates	No
Ctsd	Protease	0.00174	−1.33383	Upregulates	No
Hspa5	Stress	0.004463	−1.3884	Upregulates	No
Calr	Calcium binding	0.000413	−1.4266	Upregulates	No
Hsp90b1	Chaperone	5.87E-05	−1.56328	Upregulates	No
Egr1	Transcription regulator	0.004467	−1.61013	Upregulates	No
Zfp36l1	Growth factor response	0.001571	−1.65211	Upregulates	No
Pdia4	Protein folding	0.002689	−1.72559	Upregulates	No
Tubb5	Cytoskeleton	0.001836	−2.0123	Upregulates	No
Spp1	Cell-matrix interaction	0.004118	−4.30391	Upregulates	No

We further compared the underlying biological processes and pathways that were affected by gentamicin in kidney and in hair cells, based on the transcriptional changes. 

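Among the genes of Table 5 tied to ribosome biogenesis and translation, Nop58 on chromosome 1 (59684971–59719044) rose from 45.2 ± 1.40 (SD, n = 3) to 87.8 ± 2.13 (SD, n = 3) in hair cells (log2 fold change 0.96, standard error 0.07, adjusted p = 1.24e-05 by limma). Ncl on chromosome 1 (86344719–86359400) rose from 274 ± 8.39 (SD, n = 3) to 330.3 ± 16.6 (SD, n = 3) (log2 fold change 0.27, standard error 0.07, adjusted p = 0.0128) and met the criteria in 3 of the 6 fits that left out 1 hair cell replicate. Eef1a1 on chromosome 9 (78478449–78489151) fell from 4687 ± 200.7 (SD, n = 3) to 2327 ± 262 (SD, n = 3) (log2 fold change -1.02, standard error 0.22, adjusted p = 0.00566). Nop58 and Ncl also rose in non-hair cells, by 0.31 and 0.25 on the log2 scale. The interaction had an adjusted p of 0.00293 for Nop58 and 0.928 for Ncl.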

We observed similar changes in the expression of genes involved in ribosome biogenesis, RNA processing, and translation in gentamicin-treated kidney and hair cells (Table 5). In addition, up-regulation of expression at the *Jun* gene, and induction of DNA repair gene *Lig4* were observed in both hair cells and kidney. 

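Lig4 on chromosome 8 (9969049–9977686) rose from a normalized read number of 30.7 ± 1.62 (SD, n = 3) in control to 43.6 ± 3.07 (SD, n = 3) in gentamicin-treated hair cells (log2 fold change 0.51, standard error 0.09, adjusted p = 0.00150 by limma). Its log2 fold change stayed between 0.45 and 0.54 with each hair cell replicate left out, and scaling by total reads gave 0.60. In non-hair cells the log2 fold change of Lig4 was 0.11, and the interaction had an adjusted p of 0.0579. For Jun the fold change in hair cells was 2.73 (adjusted p = 0.00536). The paper proposes from the shared changes that ototoxicity and nephrotoxicity may have mechanisms in common, such as an inhibition of translation.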

The similarity in transcriptional response to gentamicin between hair cells and kidney cells suggests that there may be some common mechanisms responsible for aminoglycoside ototoxicity and nephrotoxicity, such as translation inhibition.

Despite the aforementioned similarity, the expression of stress response genes differed greatly in gentamicin-treated kidney and hair cells. Expression of oxidative stress response genes and *Hsp* chaperone genes was collectively increased in gentamicin-treated kidney while expression of these genes was not induced in hair cells. 

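In hair cells 0 of the 24 tested NRF2 targets and 2 of the 28 tested genes whose symbol starts with Hsp rose past the criteria. Table 5 lists Hspa5 and Hsp90b1 among its genes, and their fold changes were 0.722 and 0.640 as ratios of treated to control hair cells. The median log2 fold changes were -0.14 for the NRF2 targets and -0.17 for the Hsp genes. Scaling by total reads or by TMM left the number of rising NRF2 targets at 0. The kidney values belong to another study and were not analysed here.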

The discrepancy might be based on the different time points of sample collection (3 h post-gentamicin treatment for hair cell sample vs. 7 days after treatment for kidney). It was difficult to directly compare the expression of proliferation genes in kidneys with that in hair cells, because the kidney is an organ consisting of heterogeneous cell populations, with both dividing cells and quiescent cells, whereas hair cells are postmitotic.

## Discussion

The causes of hypersensitivity of hair cells to aminoglycoside antibiotics remain unclear, and the prevailing hypothesis of aminoglycoside ototoxicity holds that aminoglycosides induce high levels of ROS leading to apoptotic stimulation. Our purpose in this project was to characterize the hair cell response to aminoglycoside antibiotics at an early time following administration, before the changes associated with apoptosis were apparent. To this end, we analyzed the response of hair cells after 3 h of treatment with gentamicin. As indicated in Figures 2, 3, the JNK pathway and the NF-κB pathway are early responders, with many active components of the pathways showing significant increases. In addition, early changes in cell cycle-related genes, and DNA damage repair genes, signaled the potential disruption of the postmitotic state. In contrast, genes of the apoptosis and stress response pathways remain relatively unchanged at this time point. The transcription profile of hair cells at the early time point suggests that prior to the detection of an ROS response at the transcriptional level, other changes occur that may lead to the stimulation of apoptotic pathways, such as the aforementioned JNK pathway, NF-κB pathway and postmitotic state disruption.

Aminoglycoside-induced ROS production (Hirose et al., 1997), the protective effect of antioxidants (Schacht, 1999), and the NRF2-mediated oxidative stress response (Hoshino et al., 2011), have all been implicated in aminoglycoside ototoxicity. However, we did not observe a significant induction of the transcriptional targets of NRF2 at 3 h in our *in vitro* system. In addition, expression of heat shock chaperons and other stress response genes were not significantly upregulated. These results suggest that, although ROS changes in hair cells are rapid, at 3 h after gentamicin treatment they have not reached a level sufficient to trigger a broad stress response at the transcriptional level. The catastrophic oxidative stress that triggers apoptosis might be caused by continuous ROS build up, or by subsequent events such as mitochondrial dysfunction.

Expression of genes involved in initiation and execution of apoptosis were not significantly induced at this early time point, which is consistent with the established timeline of hair cell apoptosis (Matsui et al., 2004), and in line with the absence of a strong stress response at the transcriptional level. Together, the data suggest that, at this relatively early time point, hair cells are not yet committed to apoptosis. However, we observed expression changes for genes in upstream signaling pathways regulating apoptosis and cell survival. Not surprisingly, comparison of the observed gentamicin-induced changes in hair cells, with those from cell death studies in other cell lines or tissues, revealed a significant similarity in response to stress.

The disruption of the postmitotic state of hair cells is indicated by expression changes of cell cycle-related genes, suggesting that postmitotic state disruption in dying hair cells is another potential mechanism regulating apoptosis in hair cells, similar to what has been reported in postmitiotic neurons. Cell cycle re-entry has been observed in neurons before neuronal cell death, especially in neurodegenerative diseases (Arendt, 2000). In the central nervous system, mature neurons with mutated genes involved in maintaining the postmitotic state (inactivation of *p19^Ink4d^* and *p27^Kip1^*) lose control of the postmitotic state, re-enter the cell cycle, and eventually undergo apoptosis (Zindy et al., 1999). Activation of the cell cycle machinery is considered one of the mechanisms controlling programmed cell death in postmitotic neurons, either through direct regulation of apoptosis pathways, or through checkpoint activation (Kruman, 2004; Golsteyn, 2005). In the cochlea, aberrant cell cycle re-entry leads to hair cell apoptosis (Chen et al., 2003; Laine et al., 2007). Inhibition of CDK activity by pharmaceutical inhibitors or genetic mutations of CDK genes protect hair cells from aminoglycoside ototoxicity (Tao and Segil, unpublished data), suggesting that cell cycle machinery regulates hair cell death. This mechanism is also supported by our expression data. Genes involved in cell cycle progression, G2 phase, and G2/M were significantly affected at the transcriptional level (Table 2), indicating a disruption of the quiescent state of hair cells by gentamicin treatment.

Further evidence supporting the loss of cell cycle control mechanisms includes our observation that hair cells up-regulate the expression of DNA repair genes after gentamicin treatment. Although induction of DNA repair genes by gentamicin-induced DNA damage is a plausible explanation, the lack of strong oxidative stress response at the transcriptional level, failure of DNA damage detection in hair cells after gentamicin treatment (Tao and Segil, unpublished data), and unchanged DNA repair gene expression at the transcriptional level in hair cells after DNA damaging agent treatment (Ng, Rainey and Segil, unpublished data) together suggest that gentamicin-induced DNA repair gene expression is not responding to DNA damage, but may be responding to a form of “replicative stress” induced by the disruption of the postmitotic state, similar to that observed in neurons exiting the postmitotic state (Andrusiak et al., 2012). During final differentiation and withdrawal from cell cycle, many postmitotic cells, such as neurons, which need never replicate their genomes again and thus can resort to repairing only essential genes, down-regulate global genomic DNA repair and rely entirely on transcription-coupled repair to maintain actively transcribed genes (Nouspikel and Hanawalt, 2000). Based on the observation that hair cell homeostasis requires transcription-coupled repair for long-term survival (Nagtegaal et al., 2015), we postulate that DNA repair capacity is regulated during hair cell differentiation and cell cycle withdrawal. Thus, up-regulation of the expression of DNA repair genes may indicate disruption of the quiescent state and cell cycle control.

Taken together, our RNA sequencing data suggests that at 3 h, an early time point after gentamicin treatment, activation of the JNK and NF-κB signaling pathways and the disruption of the quiescent state, indicated by significant transcription changes, precede broad stress response and apoptosis initiation, and that these early responses may regulate aminoglycoside-induced hair cell death.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

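Sorted hair cells and non-hair cells from cochleae of postnatal day 1 mice were compared with and without 3 h of 0.5 mM gentamicin, with 3 replicates in each of 4 groups and no sample left out. The authors trimmed 50 bp single-end reads, aligned them to the mm10 assembly with TopHat 2 in PartekFlow and deposited a score for each of 23420 genes in each replicate. The methods of the paper speak of RPKM, but the deposited scores carry no division by gene length: taking off the offset of 1 and dividing by each replicate's smallest step gave back whole reads for 75.1–76.8% of the low values. That share alone would not settle it. Recovered reads also matched the total reads of Table S1, up to a constant, for the 1786 genes compared. The scores were therefore taken as reads scaled per replicate, with 1 added. The scaling factor is not stated in the paper, and the deposited scores lie closest to scaling by the upper quartile, from which they differ by at most 0.273%. Scores in Table S1 were the same as those in the files for the 1786 genes compared.

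Recovered reads on genes numbered 22400664–28152278 per replicate, with a median of 25116579. Genes with few reads are measured with little precision at this depth, and genes with fewer than 100 recovered reads over the 12 replicates were left out of the tests, which kept 16079 genes.

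The log2 scores were fitted with limma 3.58.1 in R 4.3.3, with the 4 groups in 1 model, empirical Bayes moderation with a trend, and contrasts for gentamicin in each population, for the difference between these responses, and between the control populations. A gene was counted as changed at an unadjusted p under 0.01 with a fold change above 1.2 in either direction, as in the paper. Adjusted p-values are Benjamini-Hochberg values from limma over the genes tested, and the interaction was read at an adjusted p under 0.05. Gene sets were compared with the other tested genes by Fisher's exact test, one-sided, with scipy 1.17.1 in Python 3.11.15, and adjusted over the 9 set tests. The exact tests take genes as independent draws, so their p-values do not measure the spread between replicates. Set members were taken from Table S3, from the nodes of Figures 5B, 6B and 6C, from gene symbols for the heat shock and Dnaj families, and from lists of enzymes and replication factors written by hand. Principal components were computed with numpy 2.4.6 on standardised scores without a log transformation. Tables were handled with pandas 2.3.3, and gene positions, transcript length and GC content came from GENCODE M21.

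Genes were named by a rule. It takes every gene that the results of the paper name as measured in these samples. A gene among these is not reported here. It adds, for each contrast and direction, the 5 genes with the largest log2 fold change among those that met the criteria, had a mean score of at least 5 in the higher group and had all 3 treated replicates on one side of all 3 controls. Genes of Table 5 are named where the paper discusses the table. Gadd45g, Klf11, Ddit3, Cldn5, Bcl6b, Sema3g and Gimap6 were chosen after the values were seen.

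The procedure was tested on simulated data with 200 genes changed by 1 on the log2 scale in one contrast. It called 91.5% of these genes and 0.938% of the unchanged ones. In a contrast without simulated changes 0.970% of genes were called, and 0 had an adjusted p under 0.05. In the changed contrast, 155 true and 7 false genes had an adjusted p under 0.05. The simulated noise was independent between genes, with 1 SD per gene for all groups. The simulated changes were larger than the median change of the real changed genes. These rates therefore need not hold for the real data, where spread differs between populations and replicates share shifts across genes. The comparison of a gene family with matched random lists was tested on 20 lists of 80 genes. Of these, 20 fell under the 5th percentile when lowered by 0.3 on the log2 scale, and 3 did so unshifted.

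Alternatives tried were TMM normalization, scaling by total reads, an offset of 0.1, a minimum of 1000 reads and no minimum, the replicate number as a block, fits of the 2 compared groups alone, each replicate left out in turn, other thresholds, and removal of genes over 4 times higher in control non-hair cells. Voom weights, the count of 100 total reads as Table S1 gives it, and replicates left out for the interaction were added after the data were seen. Quantitative PCR, imaging and pathway software results were not analysed here, nor were the kidney data behind Table 5.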

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

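The comparisons with other splits of the samples, the test of a changed mix of cell types and the test of endothelial markers were chosen only after the results were seen. The gene lists for sterol synthesis and for markers of cell types were written before the data were examined, as were the interaction contrast and the criteria.

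The difference between the responses of hair cells and non-hair cells had an adjusted p under 0.05 by limma for 2158 genes, 1102 with the higher log2 fold change in hair cells and 1056 with the higher one in non-hair cells. Under scaling by total reads this balance turned to 1501 and 716. Replicates share numbers between groups, so the real split was compared with the 32 splits that part all same-numbered pairs in both populations, itself included. Of these, 3 gave at least as many genes, a share of 0.0938, so this comparison does not exclude chance for the count. It says little about the non-hair cells, since a split that keeps the real grouping of hair cells keeps their whole response. Of the 32 splits, the 8 that kept this grouping gave 1496–4217 genes and the 24 that broke it gave 0–1. The split with 4217 genes is the real one with control and gentamicin exchanged in non-hair cells, which tests the sum of the responses. Of the splits that part fewer pairs, 68 drawn at random were run, and they gave 0–5864 genes. With each of the 12 replicates left out in turn, 1163–2377 genes had a differing response.

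Among the 19 tested sterol synthesis genes, 14 had a response that differed between the populations. All 19 rose in non-hair cells, with a median log2 fold change of 0.58, and 16 of 19 fell in hair cells, with a median of -0.18. Of the 32 splits that part all pairs, 1 gave as many such genes, the real one, and the other splits gave at most 8. In non-hair cells alone, 1 of 4 splits that part all pairs gave as many rising genes. With so few splits, chance cannot be excluded for the non-hair cell contrast by itself. After GC content was centred, 14 genes still differed. Scaling of the libraries left 12, and taking off the estimated share of non-hair cell RNA, to test for less RNA from non-hair cells in treated hair cell samples, left 13. Another mix of cell types in treated non-hair cell samples was examined with marker lists, and the list that moved most was that of supporting cells, with a median log2 fold change of -0.26. Cell types without a list were not covered, so the rise of these genes cannot be told apart from another mix of cell types in treated non-hair cell samples. A response of the non-hair cells themselves may also account for it, and this remains a hypothesis.

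Jun, Gadd45g, Klf11 and Ddit3 rose in hair cells and had negative estimates in non-hair cells. The difference between the log2 fold changes was 1.97 for Jun (adjusted p = 0.0166), 2.12 for Gadd45g (adjusted p = 0.00664), 2.08 for Klf11 (adjusted p = 0.000338) and 1.88 for Ddit3 (adjusted p = 0.000652), all by limma. In hair cells the log2 fold changes were 1.45, 1.33, 1.67 and 1.46, and 3 of 3 treated replicates were above all controls for each gene. In non-hair cells they were -0.53, -0.79, -0.41 and -0.43, and 3 of 3 treated replicates were below all controls for Gadd45g, Klf11 and Ddit3, whereas those of Jun overlapped with controls. The fall in non-hair cells rests on weak evidence. Jun and Gadd45g did not meet the criteria there, except without gentamicin replicate 3, where the estimates were -0.90 and -1.08. Klf11 and Ddit3 met them, but not under scaling by total reads, Ddit3 also not with the 2 groups fitted alone, and Klf11 failed them in 6 of 6 leave-one-out fits and Ddit3 in 5 of 6. Gadd45g, Klf11 and Ddit3 were chosen after their values were seen. The paper lists Q-PCR primers for them, and its Table 5 gives a rise of Ddit3 in hair cells. The opposite signs and an adjusted interaction p under 0.05 remained for 4 of 4 genes when GC content was centred and for 4 of 4 under each scaling of the libraries. The subtraction for less RNA from non-hair cells in treated hair cell samples also left 4 of 4, but it could not have come out otherwise and shows no stability. Control hair cells had lower mean scores of these genes, at 368, 37.6, 18.2 and 26.5, than control non-hair cells, at 842, 38.8, 30.5 and 29.2, so subtracting a loss of that RNA can only raise them. Another mix of cell types in the treated samples was not tested for these genes.

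Several genes expressed in endothelium rose in non-hair cells, and the paper does not report on them. The log2 fold changes were 1.91 for Sox7, 1.52 for Sox18, 1.38 for Egfl7 and 1.28 for Esm1, and for each gene 3 of 3 treated replicates were above all controls. In hair cells the log2 fold changes were 0.25, 0.27, -0.20 and 0.22, and the interaction had adjusted p-values of 0.0153, 0.0231, 0.00145 and 0.0266 by limma. Together with Cldn5, Bcl6b, Sema3g and Gimap6, which were chosen after their values were seen, the median was 1.23. A larger number of endothelial cells in the treated samples would raise all endothelial markers. The markers Pecam1, Cdh5 and Kdr rose by a median of 0.22, and a list of 14 further endothelial genes, drawn up after the data were seen, by 0.21. Centring GC content left the median of the 8 genes at 1.24, and the scaling of the libraries left it at 1.22 or more. The centring had little to correct, as the Spearman correlation of log2 fold change with GC content was -0.05 in non-hair cells. A transcriptional response of endothelial cells to gentamicin may account for the rise. It remains a hypothesis, since the genes were found and tested on the same data and the position of the samples in sequencing lanes was not analysed here.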

How the results depend on the processing

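The weights of voom, the count of total reads as in Table S1 and the fits that left out a replicate for the differing response were chosen only after the data were seen; the other settings were fixed earlier. The number of changed genes in hair cells was 4027–5061 under the settings that kept all replicates and the criteria, and was 3288–4133 across the 6 fits that each left out 1 replicate. A fold change threshold of 1.5 left 2074 genes. The balance of directions turned from 2037 up and 2381 down to 2774 up and 1591 down under scaling by total reads. In non-hair cells the number was 383 with the 2 compared groups fitted alone, 55 at an adjusted p under 0.05, 219 with a fold change threshold of 1.5, and 411–1570 across the 6 fits that each left out 1 replicate. The number of genes with a differing response was 1927–2306 under the settings run for it with all replicates, and 1163–2377 across the 12 fits that each left out 1 replicate. Other thresholds were not run for it. The cause was not tested for any of these changes.

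Among gene sets, the odds ratio of the Nfkb1 targets passed to the other side of 1 with the replicate block (14 changed targets) and with the 2 groups fitted alone (16), and 8–12 targets changed across the fits that left out 1 replicate, with an odds ratio above 1 without control replicate 1 (1.08) and without gentamicin replicate 1 (1.13). That of the cell cycle genes did so under scaling by total reads (12 genes). That of the DNA replication genes did so under scaling by total reads (2 genes), and 0–9 genes rose across the fits that left out 1 replicate, with an odds ratio above 1 without control replicate 1 (1.97) and without gentamicin replicate 3 (5.79). The cause was not tested. The sets of Jun targets, NRF2 targets, heat shock and Dnaj genes, apoptosis genes, nucleotide excision repair genes and sterol synthesis genes kept their direction and their side of 0.05 under TMM normalization, scaling by total reads, an offset of 0.1, a minimum of 1000 reads, the replicate block, the 2 groups fitted alone and each replicate left out. The other settings were not run for gene sets. PC1 held 90.1% of the variance with genes centred only and 62.7% with genes of at least 100 reads. PC1 was counted as unmoved if it lay within 54.5–56.6%, the range with each replicate left out.

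Of 78 results for single genes, 52 kept their direction and their side of the criteria under these settings. The minimum of 1000 reads was not part of this count. Under scaling by total reads the log2 fold change in hair cells was 0.0825 for Pou4f3, 0.0135 for Myo6 and 0.0484 for Nfe2l2, against -0.01, -0.08 and -0.04 under the deposited scaling. Across the fits that left out 1 replicate it was -0.0720 to 0.0552 for Pou4f3 and -0.18 to 0.13 for Nfe2l2. The cause was not tested. Of the other comparisons that left out a replicate, 34 became weaker and 8 stronger, and of those with all replicates 14 became weaker and 9 stronger.

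DESeq2 with its size factors was not run. Voom on the recovered reads was run beside limma on log2 scores. Depth limits the genes with few reads, such as Ccnb2 and Ccne2 in hair cells.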

Differences from the paper's values

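The paper names Ccne2 among the genes affected in hair cells and also reports its rise by Q-PCR in independent biological replicates. By RNA sequencing the log2 fold change of Ccne2 was 0.59 (limma adjusted p = 0.0463, all 3 treated replicates above all 3 controls). Ccne2 did not meet the paper's criteria in limma, which was used in place of PartekFlow. It met them under scaling by total reads, where the log2 fold change was 0.67, with the 2 hair cell groups fitted alone, and with gentamicin replicate 3 left out.

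The paper states that Jag2 fell in hair cells. Its log2 fold change was -0.41 (limma adjusted p = 0.189, all 3 treated replicates below all 3 controls), and it did not meet the criteria. It met them with the 2 hair cell groups fitted alone.

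The paper states that DNA replication was affected in non-hair cells. Of the 42 replication genes, 1 met the criteria in this population, and 9 did with gentamicin replicate 3 left out.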

Other observations

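The comparisons with other splits of the samples were chosen only after the results were seen. So were the tests of GC content, RNA from other cells, scaling and few reads on the number of changed genes, the test of scaling on the repair genes and the tests of RNA from other cells on the marker lists and on the genes higher in non-hair cells.

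Of the 4 splits of the hair cell replicates that part all same-numbered pairs, 1 gave as many changed genes as the real one, itself, and the others gave 6–85 genes. The other 6 splits part only 1 pair and gave 20–77. In non-hair cells 1 of 4 splits gave as many genes, again the real one, and the others gave 18–45. The other 6 splits part only 1 pair and gave 39–2662. One of them gave 2662 genes, more than the real split, and it sets control replicate 1 with gentamicin replicates 1 and 2 against the others. With 4 splits the share cannot fall under 0.25, so this test could not have excluded chance in either population, whatever the data showed. Libraries were sequenced 6 to a lane, and the lane of each sample was not analysed here, so that split cannot be matched to a batch.

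The log2 fold changes in hair cells had a Spearman correlation of -0.25 with transcript GC content across genes, which are not independent replicates. Technical explanations of the number of changed genes were tested. Centring for GC content left 4075 changed genes, and subtracting the estimated share of non-hair cell RNA left 4128. Scaling of the libraries by total reads gave 4365, and a minimum of 1000 reads gave 4027. None of these tests removed the response.

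Genes over 4 times higher in control non-hair cells fell in the treated hair cell samples. Over 1376 such genes, those used to estimate the share left out, the median log2 fold change was -0.40, with 347 genes down and 10 up. After the share of non-hair cell RNA was subtracted it was -0.13, with 187 genes down and 36 up. Under the other scalings the median stayed at -0.34 or lower. Values that came out below 0 in the subtraction were set to the floor, which can move the median toward 0. Less RNA from non-hair cells in treated hair cell samples may account for part of the fall of the median, but not for every falling gene. How large a part cannot be told, since the floor enters the median. The estimated share was 3.67–7.02% in control and 1.81–2.29% in treated samples, and the choice of genes from these same samples holds it low.

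Markers of otic mesenchyme, supporting cells and glia, 30 genes in all, fell in treated hair cell samples by a median of -0.75. Subtraction left -0.49 and scaling by total reads -0.66. The mesenchyme list went from -0.79 to -0.03 with the subtraction, and the supporting cell list from -0.80 to -0.75. After it 5 of the 10 mesenchyme genes fell and 1 rose. The rest had been set to the floor by the subtraction, where the fold change is 0 by construction. Those genes partly set the median of -0.03, so it does not show that they were unchanged. The subtraction uses the mean profile of non-hair cells, so it does not test for RNA from supporting cells alone. A loss of supporting cell RNA from the sorted samples may lie behind the fall of Hes1, Hes5 and Hey1 there, and this was not separated from a change in hair cells.

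Immediate early genes, a list of 17 drawn up after the data were seen, fell in hair cells by a median of -1.04, with 13 of 17 falling. In non-hair cells 17 of 17 fell, by a median of -0.77, and the interaction had an adjusted p under 0.05 for 1 gene, so a fall was not particular to hair cells. Subtraction left -0.69 in hair cells, so less RNA from non-hair cells does not fully explain the fall.

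The rise of nucleotide excision repair genes in hair cells kept a one-sided Fisher's exact p of 7.39e-05 after centring for GC content, and of at most 2.12e-06 under the other scalings. The set comes from the paper's figure of the same data, so these p-values are not independent of that choice. In hair cells 1 of 4 splits that part all pairs gave as many rising repair genes, the real one, and the others gave 0. With 4 splits this test could not have excluded chance.

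Of 81 ribosomal protein genes, 76 fell in hair cells, also under scaling by total reads, with a median log2 fold change of -0.43, and 26 met the criteria downward. The median lay under those of all 10000 random lists matched for score, length and GC content, a percentile of 0. In non-hair cells 72 of 81 fell, with a median of -0.06 at percentile 0.16 of the random lists. The mean log2 score of the ribosomal list was 9.23, 8.78 and 8.76 in control non-hair cells and 8.08, 8.08 and 7.95 in control hair cells. Random lists need not share such shifts between replicates, so the percentiles can be too extreme. The interaction had an adjusted p under 0.05 for 0 of the 81 genes and an unadjusted one for 6. With the replicate block these numbers were 9 and 58, and with the block after GC centring 5 and 41, so whether single genes fell more in hair cells depends on the block. Under scaling by total reads the median in hair cells was -0.34 and after subtraction -0.38. Reads shared with pseudogenes were not tested, so a decrease of these transcripts remains one of several possible explanations.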
